# A natural WNT signaling variant potently synergizes with *Cdkn2ab* loss in skin carcinogenesis

**DOI:** 10.1038/s41467-019-09321-8

**Published:** 2019-03-29

**Authors:** Paul Krimpenfort, Margriet Snoek, Jan-Paul Lambooij, Ji-Ying Song, Robin van der Weide, Rajith Bhaskaran, Hans Teunissen, David J. Adams, Elzo de Wit, Anton Berns

## Abstract

*Cdkn2ab* knockout mice, generated from 129P2 ES cells develop skin carcinomas. Here we show that the incidence of these carcinomas drops gradually in the course of backcrossing to the FVB/N background. Microsatellite analyses indicate that this cancer phenotype is linked to a 20 Mb region of 129P2 chromosome 15 harboring the *Wnt7b* gene, which is preferentially expressed from the 129P2 allele in skin carcinomas and derived cell lines. ChIPseq analysis shows enrichment of H3K27-Ac, a mark for active enhancers, in the 5’ region of the *Wnt7b* 129P2 gene. The *Wnt7b* 129P2 allele appears sufficient to cause in vitro transformation of *Cdkn2ab*-deficient cell lines primarily through CDK6 activation. These results point to a critical role of the *Cdkn2ab* locus in keeping the oncogenic potential of physiological levels of WNT signaling in check and illustrate that GWAS-based searches for cancer predisposing allelic variants can be enhanced by including defined somatically acquired lesions as an additional input.

## Abstract (web summary)

*Cdkn2ab* knockout mice develop skin tumours but this phenotype is lost on backcrossing of the mice. Here, the authors describe a genetic variant encompassing *Wnt7b* that synergises with *Cdkn2ab* loss and is required for tumour formation in these mice.

## Introduction

The *CDKN2ab* locus on chromosome 9p21 in human (chromosome 4 in mouse) harbors the genes for three tumour suppressor proteins: p16^INK4a^ and p14^ARF^ (p19^Arf^ in mice) encoded by *CDKN2a* and p15^INK4b^ by *CDKN2b* (ref. ^1^). Both p15^INK4b^ and p16^INK4a^ are able to induce cell cycle arrest in G1 by inhibiting cyclin-dependent kinases CDK4 and CDK6 thereby relieving the cell cycle suppression through the retinoblastoma (RB1) family of tumour suppressor proteins. The unrelated p14^ARF^ protein acts primarily through MDM2 to activate the key checkpoint protein TRP53, thereby inducing either cell cycle arrest (both in G1 and in G2) or apoptosis. The entire locus is frequently lost in a wide range of primary tumours.

Previously, we have described the generation *Cdkn2ab* knockout mice derived from 129P2 ES cell clones. The first generations of *Cdkn2ab* knockout mice on a mixed 129P2;FVB/N background frequently developed skin tumours and various soft tissue sarcomas, tumour types not normally seen in *Cdkn2a*^−*/−*^ mice^2^. However, the skin tumour phenotype was gradually lost upon backcrossing the knockout *Cdkn2ab* allele onto the FVB/N background suggesting the involvement of one or more 129P2 alleles in addition to *Cdkn2ab* loss in skin tumour development.

In this study to gain insight into this phenomenon we repeated the procedure to generate *Cdkn2ab* knockout mice, but for the backcrossing to FVB/N we now selected skin tumour bearing mice to enable the identification of potentially relevant 129P2 loci involved by analysing the 129P2 contribution in the progeny with and without the skin tumour phenotype. Microsatellite analyses indicate that the skin cancer phenotype is linked to a 20 Mb region of 129P2 chromosome 15 harbouring the *Wnt7b* gene. The results show that the *Cdkn2ab* locus fulfils a critical role in keeping the oncogenic potential of physiological levels of WNT signalling in check. In addition, our study illustrates that the identification of cancer predisposing alleles in genome-wide association studies might be facilitated by focussing on tumours carrying distinct somatically-acquired oncogenic lesions^3^.

## Results

### Cdkn2ab knockout mice develop tumours

The search for the relevant 129P2 allele(s) involved in the skin cancer phenotype of *Cdkn2ab* KO mice was started by generating chimeric mice using the 129P2 ES cell clone carrying knockout alleles for p15^Ink4b^ and p16^Ink4a^ and conditionally knockout for p19^Arf^ (ref. ^2^). This compound mutant allele, which we called *Ink4ab*^*-*^, enables Cre-mediated inactivation of p19^Arf^ thereby generating a mutant *Cdkn2ab* locus for all three tumour suppressor proteins (Supplementary Figure 1). Chimeric mice generated from *Ink4ab*^*-*^ ES cells were crossed to FVB/N mice harbouring a germline-expressing Cre transgene (*Act*-Cre) to obtain F1 129P2;FVB/N mice carrying either an *Ink4ab*^-^ allele or a *Cdkn2ab*^-^ allele. Subsequently, these mice were intercrossed to obtain a cohort of homozygous *Cdkn2ab* knockout mice unable to express any of these three tumour suppressor proteins, on a mixed 129P2;FVB/N background.

Within 4 months, many *Cdkn2ab*^*−/−*^ animals develop multiple skin tumours in addition to other tumour types. Per animal up to 15 skin lesions develop synchronously all over the trunk (Fig. 1a) and are first detectable by palpation at the age of 8 weeks. The tumours frequently show biphasic morphology and are often composed of different cell types, likely reflecting the oncogenic transformation of an early progenitor. Conventional H&E staining and immunohistochemistry (IHC) show that the tumours consisted largely of hair germ, basal and squamous cells and dermal papillary cells and that they form hair bulb-like structures with densely packed strands and small nodules (Fig. 1b). Based on these characteristics the tumours are diagnosed as trichoblastic carcinomas (TBCs) that originate from early hair follicle progenitor cells^4–6^. Strong regional LEF1 expression and occasional nuclear β-catenin positivity point to canonical WNT cascade activation (Fig. 1b). Interestingly, in 20% of the skin tumour bearing *Cdkn2ab*^−/−^ mice local squamous metaplasia (Fig. 2) in the bronchiolar as well as alveolar compartments of the lung (19 out of 91) is observed and in only 1% *Cdkn2ab*^−/−^ mice without skin tumours (1 out of 95, *p* < 0.005),

**Fig. 1:**
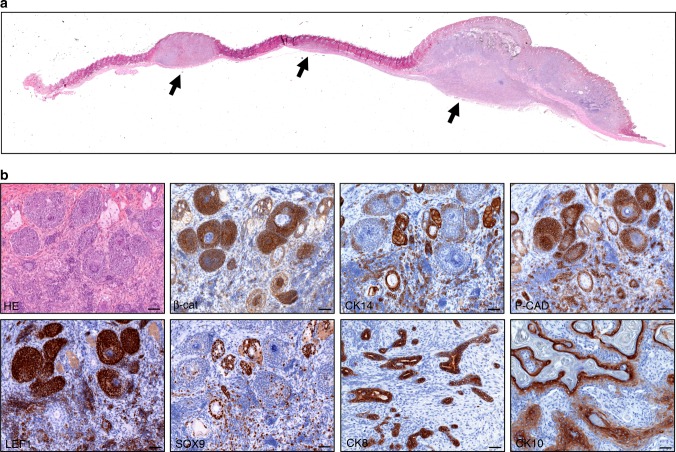
*Cdkn2ab*^−/−^ mice show multiple skin trichoblastic carcinomas. **a** Total scan image of the skin region representing multiple skin tumours (arrows, scale bar 100 mm). **b** H&E and IHC characterization of skin tumours consisting largely of hair germ (LEF1+, P-CAD+, SOX9+), basal/squamous (CK14+/CK10+) cells and dermal papillary cells (LEF1+), also showing strong regional β-Catenin positivity (scale bars: 20 μm)

**Fig. 2:**
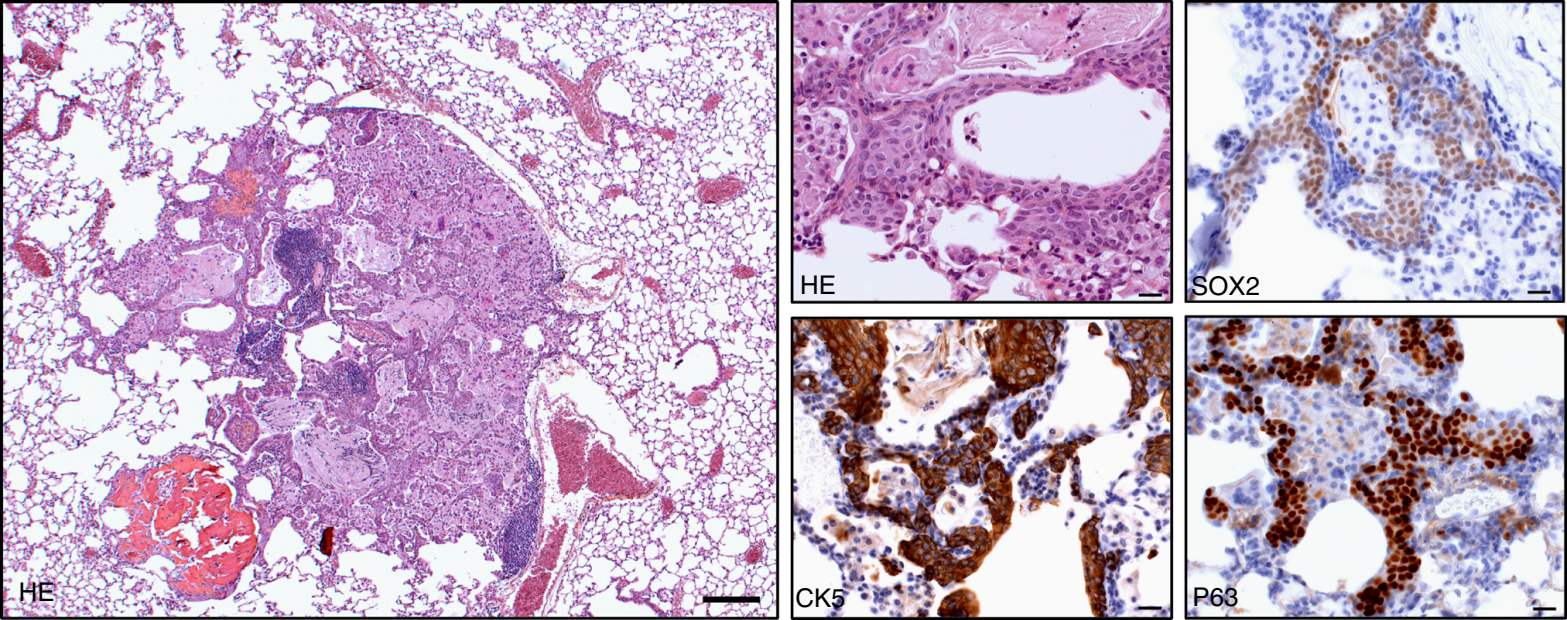
*Cdkn2ab*^−/−^ mice show squamous lung metaplasia. H&E (scale bars 200 μm and 20 μm) and CK5, SOX2 and P63 IHC (scale bar: 20 μm)

The stochastic skin tumour development suggests that additional somatic (epi-)genetic events, or specific local environmental conditions, are required for tumour induction. The latter is supported by the frequent occurrence of local hypertrophic hair follicles in *Cdkn2ab*^*−/−*^ mice in the telogen phase skin before the onset of skin tumours (Supplementary Figure 2). Exome sequencing of 23 independent skin tumours using tail DNA as matched controls does not reveal any recurrent mutations in coding regions. However, copy number analysis reveals frequent chromosome losses (e.g., chr.14) as well as the presence of small amplicons or modest gain of chromosomes, e.g., chr. 8, 11, and 15 (Supplementary Figure 3). This might explain the stochastic nature of skin tumour onset when (some of the) chromosomal gains can enhance the expression of oncogenic drivers such as *c-Myc* as has been shown for the gain of chromosome 15 in a number of mouse models^7^.

### The Chr 15: 85 MB region synergises with Cdkn2ab loss

To identify the relevant 129P2 allele(s) in affected mice we performed a genome-wide scan using 134 microsatellite markers selected to be polymorphic between 129P2 and FVB/N with an average coverage of ~20 Mb (~10 cM) (for information on microsatellites see Supplementary Table 1). Of a group of 38 *Cdkn2ab*^*−/−*^ mice of the first generations, 13 mice developed skin tumours with strong genetic linkage to a marker on Chromosome 15 (D15Mit107 at 85 Mb). Further backcrossing of skin tumour bearing *Act-Cre;Cdkn2ab*^−/−^ mice to *Ink4ab*^*−/−*^ mice (FVB/N background) supported the linkage to this chromosomal segment and subsequent fine mapping identifies an interval of 20 Mb on Chromosome 15 (Chr15: 67–87 Mb) (Fig. 3a) with genetic linkage to the skin carcinoma phenotype. No *Cdkn2ab*^*−/−*^ mice homozygous for the FVB allele at Chr15: 85 Mb region developed skin carcinoma’s (*n* = 95), whereas the penetrance of the skin carcinoma phenotype in mice heterozygous for 129P2 allele at Chr15: 85 Mb is over 75% (70 out of 91) (Fig. 3b, c). Likewise, these data also support the contribution of *Cdkn2ab* loss and the 129P2 Chr15: 85 Mb region to aberrant squamous differentiation in the lung (Fig. 3d) since these lesions are observed almost exclusively in skin tumour bearing mice. In contrast, the other tumour types are observed in *Cdkn2ab*^*−/−*^ mice with or without the 129P2 Chr 15: 85MB allele (Fig. 3c).

**Fig. 3:**
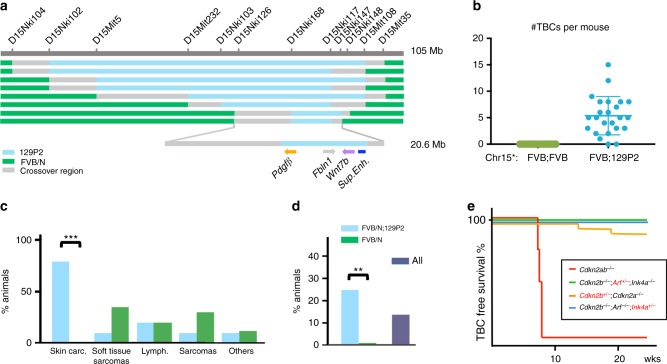
Identification of the Chr15 79–87 Mb region having genetic linkage to the skin tumour phenotype. **a** Schematic of the recombined Chr15 with varying 129P2 and FVB/N background in skin tumour bearing mice (blue: 129P2, green: FVB/N background and grey: region of crossover); relevant microsatellite markers used are indicated on top; below a blowup of the relevant region). **b** Number of skin tumours on individual *Cdkn2ab*^*−/−*^ mice homozygous FVB/N (green) Chr15 85 Mb or FVB/N;129P2 (blue) for region Chr 15 85 Mb (Chr15*). **c** Tumour spectrum of *Cdkn2ab*^*−/−*^ mice as mentioned in **b**. **d** Frequency of squamous metaplasia in the lungs of *Cdkn2ab*^*−/−*^ mice as mentioned in **b**. **e** Kaplan–Meier curve showing skin tumour-free survival of *Cdkn2ab mutant* mice FVB/N;129P2 for the Chr 15; 85 Mb region; red line: *Cdkn2ab*^*−/−*^: deficient for p15^Ink4b^, p16^Ink4a^ and p19^Arf^; green: *Cdkn2b*^*−/−*^*;Arf*^*+/*−^*;Ink4a*^*−/−*^: deficient for p15^Ink4b^ and p16^Ink4a^, proficient for p19^Arf^; blue: *Cdkn2b*^*−/−*^*;Arf*^*−/−*^*;Ink4a*^*+/-*^: deficient for p15^Ink4b^ and p19^Arf^, proficient for p16^Ink4a^; orange: *Cdkn2b*^*+/*−^*;Cdkn2a*^*−/−*^: deficient for p16^Ink4a^ and p19^Arf^, proficient for p15^Ink4b^. Statistical analysis (Unpaired *t-*test): ns: **p < 0.01, ***p < 0.001

Mouse strains carrying *Cdkn2a* (ref. ^8–10^) or *Cdkn2b* (ref. ^11^) mutant alleles published previously do not develop skin tumours. However, the cohorts analysed in these studies did not carry the 129P2 Chr15: 85 Mb region. To determine whether the loss of all 3 tumour suppressors encoded by the *Cdkn2ab* locus is required for skin carcinogenesis we generated 3 additional cohorts of mice carrying the relevant 129P2 region but each heterozygous knockout for either one of the three *Cdkn2ab* encoded proteins while being full knockout for the other 2 (see Supplementary Figure 1 for schematics of all *Cdkn2ab* mutant alleles used in this study). Skin tumours develop in a small fraction (10%) of *Cdkn2a* knockout mice hemizygous for *Cdkn2b*, however, with a much longer latency than full *Cdkn2ab* knockout mice (Fig. 3e). No skin tumours are seen in mice heterozygous for modified alleles still encoding either p16^Ink4a^ or p19^Arf^ only. These data indicate that each of the three *Cdkn2ab* encoded proteins can effectively suppress skin carcinogenesis in mice carrying the 129P2 Chr15: 85 Mb region.

The Chr15: 67–87 Mb region harbours, among many other genes (see Supplementary Table 2), the genes encoding *Wnt7b* and *Pdgfβ*. Both genes are functional in putative oncogenic signalling pathways and fulfil a critical role in the development of hair follicles^12,13^ and lung^14,15^. In addition, p15 ^Ink4b^ is highly expressed^16,17^ during the development of these tissues. Therefore, we decided to further explore the relevance of these genes in combination with the complete *Cdkn2ab* loss in skin carcinomas and lung lesions. mRNA analysis and immunohistochemistry show that *Wnt7b* is expressed in the skin carcinomas of *Cdkn2ab*^*−/−*^ mice (Fig. 4a–c) but not in soft tissue sarcomas. WNT7b expression is also prominent in the squamous lesions in the lungs of these animals (Fig. 4d). *Pdgfβ* is expressed in the skin tumours as well, but also in the soft tissue sarcomas (Fig. 4a). Allele-specific mRNA analyses based on 3’ UTR polymorphisms (see Methods section) shows that in the skin carcinomas both genes are transcribed primarily from the 129P2 alleles, explaining the dependence of skin carcinoma development on the presence of this allele (Fig. 5a). Notably, the *Fibulin1* gene located in between the *Pdgfβ* and *Wnt7b* genes does not show allele-specific expression. Since the amino acid sequences of both PDGFβ and WNT7b encoded by FVB/N and 129P2 genes are identical this suggests that variation in their regulatory sequences or post-transcriptional mRNA stability underlies the enhanced expression of the 129P2 alleles in the skin tumours. To assess whether the 129P2 region has an altered chromatin landscape, we derived tumour cell clones able to grow in soft agar from three independent skin tumours. In these clones *Wnt7b* expression is reduced and *Pdgfβ* expression is hardly detectable (Supplementary Figure 4a). However, as observed in the primary tumours, in these cell clones the *Wnt7b* gene is transcribed with a similar allele specificity although to a lesser extent (Supplementary Figure 4b). We performed H3K27-Ac ChIP-seq analysis on three clones derived from independent tumours to identify active enhancers. 

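The peak lists of 3 cell clones, each from a different *Cdkn2ab*-/- skin tumour, were analysed. H3K27-Ac is a histone mark found at active enhancers and promoters, and ChIP-seq counts the DNA fragments that an antibody against it brings down. There were 4 H3K27-Ac libraries, 1 each for clones 1 and 2 and 2 for clone 3, which the authors pooled, and 3 IgG control libraries, of clones 1 and 3. An IgG library of clone 2 was not analysed here. The authors mapped the reads to GRCm38 and called peaks for each clone separately, and their lists give for each peak its position, the fold enrichment over the local background at its summit and the −log10 of its p and q values. The paper's text does not name the peak caller; the format and values of the lists are those of MACS2. No read counts are given, but fold enrichment and p together returned a whole number of ChIP reads for every peak, and the local background, which is a count of control reads except for the 13.8%, 14.6% and 16.6% of peaks of clones 1, 2 and 3 that lie at a genome-wide floor, so that the depth behind each list could be estimated. It came to 13.3 M ChIP reads and 5.625 M control reads for clone 1, 13.7 M and 5.86 M for clone 2, and 35.8 M and 11.1 M for clone 3, where the mouse genome size that MACS2 uses by default is assumed. On chromosomes 1 to 19, X and Y the lists hold 29182 peaks for clone 1, 49587 for clone 2 and 29277 for clone 3. They cover 26.9, 39.8 and 26.3 Mb, with a median of 37, 34 and 53 ChIP reads at the summit. The weakest peaks rest on 13, 12 and 25 reads, so a weaker site would not be listed in that clone. Clone 2 has 1.70 times the peaks of clone 1 at 1.03 times its estimated ChIP depth.

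Merging the 3 lists gave 57727 regions, of which 15732 were overlapped by peaks of all 3 clones, 8081 by 2 clones and 33914 by a single clone. In none of 1000 random circular shifts of the lists along the chromosomes did as many coincide, the highest number being 76. Of the peaks of clone 1, 89.5% overlapped a peak of another clone, against 49.1% in clone 2 and 80.9% in clone 3. With equal numbers of peaks per clone these shares were 86.1%, 69.5% and 78.4%. Requiring summits within 250 bp of each other moved the number of shared regions most, to 11181. Fold enrichment is the authors' value for a single peak and was compared only within a list. The reads were not assigned to the 129P2 or FVB/N allele in these lists, so that all values are sums over both alleles.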

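The background under the peaks, that is the number of control reads around each summit, depends on how many copies of a chromosome the cells of the control carry, since a control library has no H3K27-Ac enrichment. On Chr15 the median background was 1.35 times that of the other autosomes in the list of clone 1, 1.35 times in clone 2 and 1.43 times in clone 3. The mean over peaks was 1.34, 1.33 and 1.40 times the other autosomes. An even control with a 1.5-fold gain, simulated at the depth of each list after these values were seen, returned mean ratios of 1.36, 1.36 and 1.39, and median ratios of 1.15, 1.33 and 1.43, of which the first lies below the value of clone 1. The ratios stay under the simulated gain because the background is the largest of several windows and a floor. Only Chr8 was raised as far, with mean ratios of 1.38, 1.37 and 1.42, while the other 17 autosomes lay between 0.917 and 1.0998. The rise was not limited to a part of the bins measured, as all bins of 10 Mb with at least 30 peaks on Chr15 lay between 1.28 and 1.52. The lists of clones 1 and 2 are not independent here. At 1738 summits that they share, the variance of their control counts in 10 kb was 0.0401 of that of independent libraries, against 0.719 between clones 1 and 3. The ratio of clone 2 was therefore counted together with clone 1, a choice made after the control counts were seen, and the mean over the resulting 2 controls was 1.39 ± 0.056 (SD, n = 2). The medians of 1 and the same simulated gain differed more than this between the depths of the lists. The SD therefore does not measure a difference in copies between clones. The H3K27-Ac reads of clone 2 itself, divided by those of clone 1 at shared summits, were on Chr15 0.929 of the median autosome. That is the lowest of the 19 autosomes, and whether clone 2 carries the same number of copies as clone 1 is not decided by it. With the ChIP reads at the summits in place of the background the ratio of Chr15 was 1.08 in clone 1 and 1.06 in clone 2, no higher than the highest of the 17 other autosomes in either clone, and 1.17 in clone 3, where the highest other autosome had 1.08. The mean of this alternative, 1.12, counts clones 1 and 2 once although their ChIP libraries are separate, and it is the largest change among the alternatives. Which parental chromosome was gained was not analysed here.

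**Figure D1:**
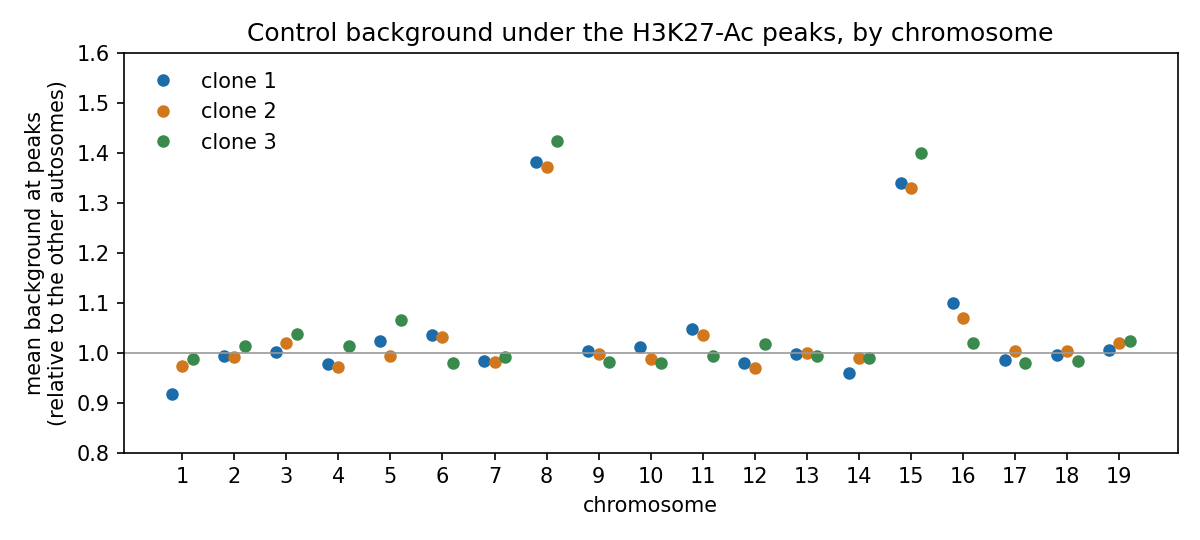
Mean control background under the H3K27-Ac peaks of each autosome (vertical axis, relative to the median of the other autosomes) for chromosomes 1 to 19 (horizontal axis), 1 point per clone. Chr8 and Chr15 lie between 1.33 and 1.42 in every list, above all other autosomes; clones 1 and 2 share control reads, so their points are not independent.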

Of note, the cell lines analysed shows a gain of FVB/N chromosome 15, leading to an average allelic balance of 33 percent 129P2 instead of 50 percent. The allele-specific analysis identifies four regions with a significant increase (i.e. higher than the expected allelic balance) of H3K27-Ac on the 129P2 allele (Supplementary Figure 5). One of these regions, chr15: 85643259–85648162, is juxtaposed upstream of a known super-enhancer mentioned in the dbSUPER database (https://www.ncbi.nlm.nih.gov/pubmed/26438538) (Fig. 5b). This region is located 52 kb upstream of the *Wnt7b* promoter and has a 2-fold higher fraction of the 129P2 allele (FDR < 1%). 

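In GRCm38 this region spans 4904 bp. GENCODE places no protein-coding gene in it. From 85646083 on, the region lies in the long non-coding RNA gene *Gm49539* (85646083 to 85667675, plus strand), with its first exon up to 85646295 and then intron; the part before it is intergenic. Each clone had an H3K27-Ac peak there. It ran from 85645004 to 85646831 in clone 1, with a fold enrichment of 18.8 and 92 ChIP reads at its summit, from 85644941 to 85647225 in clone 2 (44.6-fold, 250 reads) and from 85644943 to 85646721 in clone 3 (7.13-fold, 68 reads). Clone 2 had a further, weak peak of 237 bp at 85644587. Peaks covered 37.3%, 51.4% and 36.3% of the region in clones 1, 2 and 3, or 41.7% ± 8.5 (SD, n = 3 clones), which is more than in at least 98.8% of all windows of this length on Chr15. Of these windows 93.6%, 89.6% and 93.1% hold no peak, so any region with a peak ranks high, and the region was itself picked by the paper from the H3K27-Ac reads of these clones. In the narrower window of the legend of Fig. 5b the coverage was 44.5% on average.

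The peak is part of a dense group. When peaks were joined over the distance in common use for super-enhancers, it fell in a domain from 85634700 to 85704002 in clone 1, from 85634324 to 85709988 in clone 2 and from 85634766 to 85700485 in clone 3, made of 22, 31 and 16 peaks that cover 33008, 44640 and 26534 bp. By the bases under peaks this domain came 4th of 14560 in clone 1, 20th of 18280 in clone 2 and 1st of 16371 in clone 3. With peaks joined over 20 kb its ranks in clones 1, 2 and 3 were 8, 46 and 3. With only peaks of a −log10 q of at least 5 they were 1, 10 and 1. Joining over 5 kb only took the region out of the domain, to a median rank of 4423, since its peak stands 8.96 to 9.45 kb from the nearest peak on the *Wnt7b* side and 5.27 to 6.36 kb from the nearest on the other side. The paper places the region beside a super-enhancer by the position of a catalogued element; the catalogue was not used here.

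**Figure D2:**
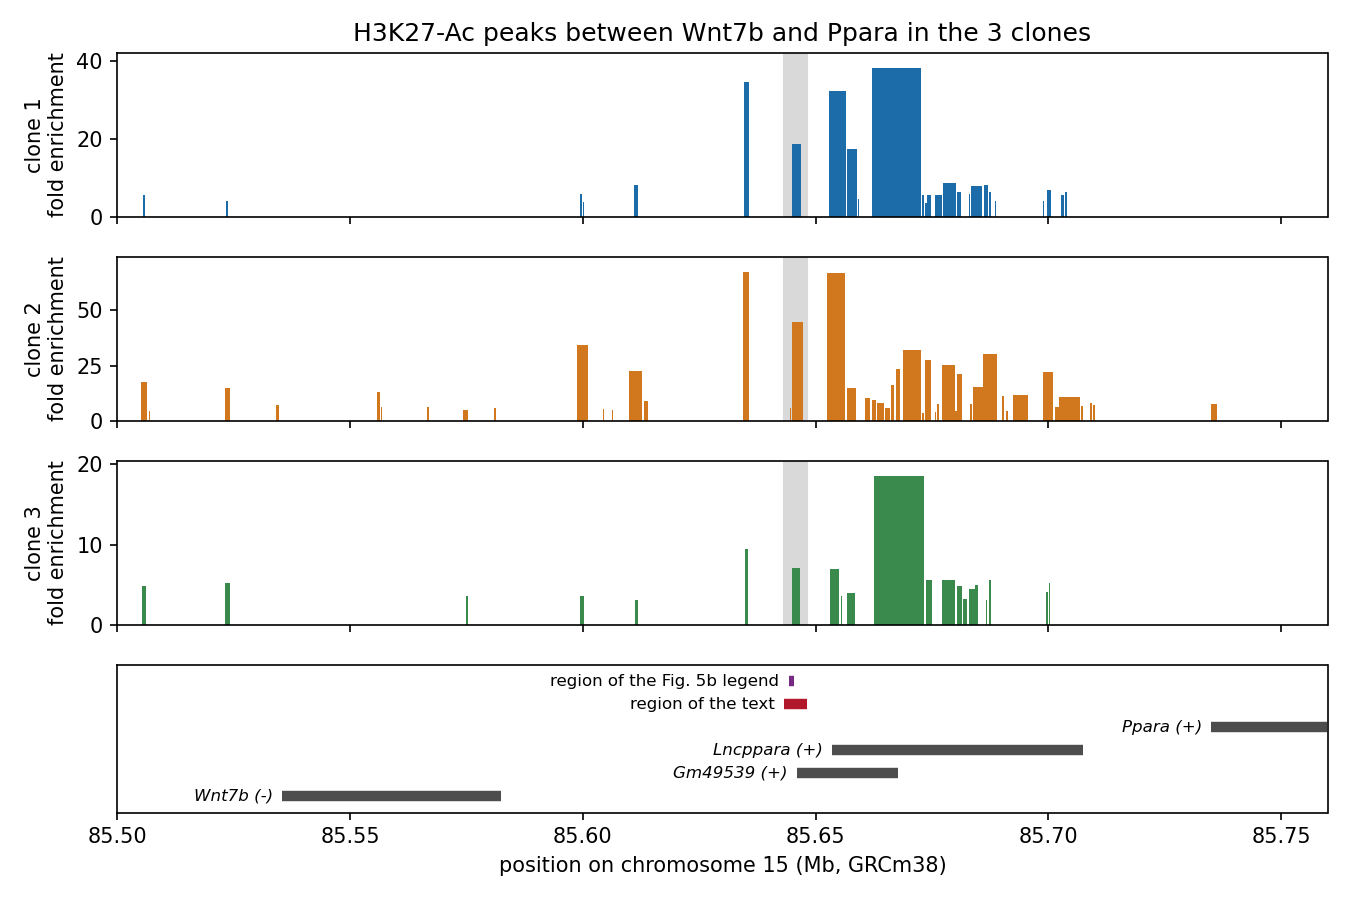
H3K27-Ac peaks of the 3 clones on Chr15 from *Wnt7b* to *Ppara* (horizontal axis, Mb in GRCm38; vertical axis, the authors' fold enrichment at the summit, drawn over the width of each peak, with its own scale for each clone). The grey band marks the region of the text, which holds a peak in every clone; genes are shown with their strand.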

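*Wnt7b* (ENSMUSG00000022382.15) lies on the minus strand of Chr15 from 85535437 to 85582473, and GENCODE gives it 6 transcription starts, the outermost at 85582473. From this start the near edge of the enriched region is 60.8 kb away, and that of the window in the legend of Fig. 5b 61.8 kb. The near edge of the joined H3K27-Ac domain is 52.2 kb away in clone 1, 51.9 kb in clone 2 and 52.3 kb in clone 3. Its far edge, at 85704002, 85709988 and 85700485 in clones 1, 2 and 3, lies closer to *Ppara*, whose outermost start is at 85734983. The domain also overlaps the non-coding gene *Lncppara* (85653616 to 85707524). Which gene the domain acts on was not tested here. Within 1 kb of any *Wnt7b* start there was no peak in clones 1 and 3 and there were 2 weak peaks in clone 2, of which the stronger had 27 ChIP reads and a 6.28-fold enrichment. Neither covered a start base. Of the 13551 clone 2 peaks with 22 to 32 reads, 18.6% had a partner in clone 1 and 16.5% in clone 3, so that most peaks of this strength were not listed there. *Pdgfb* had the same pattern, with 2 peaks in clone 2 and none in clones 1 and 3, whereas *Fbln1* had a promoter peak in all 3 clones (41, 121 and 69 reads). At a −log10 q of at least 5 clone 2 kept 2 promoter peaks of *Wnt7b* and 1 of *Pdgfb*, and with equal numbers of peaks per clone it kept none. Between *Wnt7b* and the joined domain every clone had further peaks. Among them were peaks from 85599415 in clone 1 (26 reads), 85598859 in clone 2 (176 reads) and 85599405 in clone 3 (55 reads). Others began at 85611078 (41 reads), 85609995 (156 reads) and 85611208 (46 reads). Within *Wnt7b* itself clone 2 had 5 peaks, clone 3 had 1 and clone 1 had none. The allelic fractions and their false discovery rate rest on allele counts, which were not analysed here.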

The relative increase of H3K27-Ac in this super-enhancer region on the 129P2 allele is consistent with the allele preference of *Wnt7b* transcriptional activity. There are multiple polymorphisms in this super-enhancer region also affecting several transcription factor binding motifs. Further investigation is needed to identify the relevant motifs responsible for the here observed differential transcriptional control of *Wnt7b*.

**Fig. 4:**
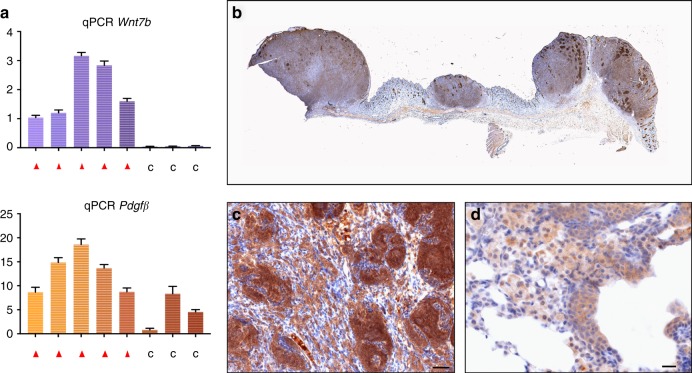
WNT7b and PDGFβ expression in skin tumours and lung metaplasias. **a** mRNA (qPCR) analysis of *Wnt7b* and *Pdgfβ* (relative to control) of 5 independent skin tumours (red triangle) and three soft tissue sarcomas (c). **b** Total scan image (scale bar: 100 mm), and **c** high power image of WNT7b IHC in primary skin tumours (scale bar: 20 μm). **d** High power image of WNT7b IHC in lung metaplasia (scale bar: 20 μm). Statistical analysis (Unpaired *t*-test): ns: not significant, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent standard deviation of the mean (3 replicates)

**Fig. 5:**
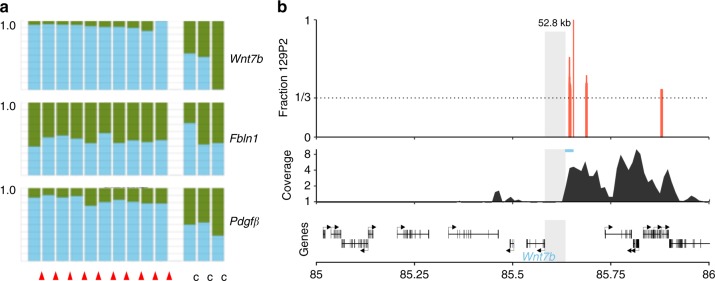
The implication of 129P2 Wnt7b allele in the development of skin tumours. **a** Fraction (*Y*-axis) of FVB/N allele derived transcripts (green) and 129P2 allele derived transcripts (blue) of *Wnt7b*, *Fbln1* and *Pdgfβ* in 10 independent skin tumours and 3 control (soft tissue sarcomas) tumours (*X*-axis). **b** Window of region of interest (chr15:85644260-85645382) with significant enrichment of the 129P2 allele reads in the H3K27-Ac ChIP-seq data region of interest. Non-informative (no SNP differences between FVB/N and 129P2) reads and reads without significant difference between FVB/N and 129P2 are not indicated. The super-enhancer region is 52.8 kb upstream of the transcription start site of *Wnt7b* (blue)

### Transformation by Wnt signalling is mediated by Cdk6

To gain insight into the underlying mechanism of the cooperation between enhanced *Wnt7b* and *Pdgfβ* expression and loss of the *Cdkn2ab* locus we turned to defined cell culture systems: MEFs and tumour-derived cell lines. We used MEF’s from *Cdkn2a*^*−/−*^ and *Cdkn2ab*^*−/−*^ mice not carrying the 129P2 Chr15: 67–87 Mb region. Since WNT7b acts in the canonical WNT signalling pathway, we used the well-defined WNT3a conditioned medium as a source of WNT protein to assay their responsiveness to WNT signalling. We transfected a WNT-responsive Luciferase reporter construct in *Cdkn2a*^*−/−*^ and *Cdkn2ab*^*−/−*^ MEF’s and show that β-catenin dependent transcription is strongly induced by WNT3a supplementation in *Cdkn2a*^*−/−*^ and *Cdkn2ab*^*−/−*^ MEF’s to comparable levels (Supplementary Figure 6a). A control Luciferase reporter construct not containing *Wnt* responsive elements is hardly expressed in *Cdkn2a*^*−/−*^ and *Cdkn2ab*^*−/−*^ MEF’s with or without WNT3a supplementation. However, *Cdkn2ab*^*−/−*^ MEF’s shows a much stronger proliferative response to WNT stimulation than *Cdkn2a*^*−/−*^ MEF’s in adherent cultures (Supplementary Figure 6b). In contrast, PDGFβ does not affect proliferation of *Cdkn2ab*^*−/−*^ MEF’s with or without WNT3a supplementation (Supplementary Figure 7). Using rich 10% serum HITES medium (see Methods) WNT supplementation also strongly promotes colony formation and growth in soft agar of *Cdkn2ab*^*−/−*^ but not of *Cdkn2a*^*−/−*^ MEF’s (Fig. 6a). These results indicate that, at least in MEFs, p15^Ink4b^ restricts the effects of canonical WNT signalling.

**Fig. 6:**
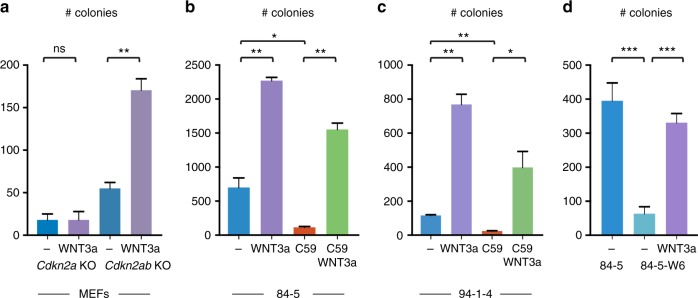
Validation of functional involvement of WNT7b in the transformed nature of MEFs and skin tumour cell lines. **a** Anchorage-independent colony outgrowth of *Cdkn2a* KO and *Cdkn2ab* KO MEFs with and without WNT3a supplementation. **b** Anchorage-independent colony formation of tumour cell lines 84-5 under regular (−) conditions, in the presence of WNT3a supplementation, in the presence of the porcupine inhibitor C59, in the presence of C59 and WNT3a supplementation. **c** Anchorage-independent colony formation of tumour cell line 94-1-4 under regular (−) conditions, in the presence of WNT3a supplementation, in the presence of the porcupine inhibitor C59, in the presence of C59 and WNT3a supplementation. **d** Anchorage-independent colony formation of tumour cell lines 84-5 and 84-5-W6 knockout for *Wnt7b* with and without Wnt3a supplementation. Statistical analysis (Unpaired *t*-test): ns: not significant, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent standard error of the mean (3 biological replicates)

Next, we turned to the cell clones derived from the *Cdkn2ab*^*−/−*^ skin tumours and focused on unique features associated with transformation i.e., anchorage-independent growth and migratory capacity. Under regular adherent culture conditions supplying additional PDGFβ does not change the proliferation of these tumour cell clones nor does it affect their anchorage-independent growth (Supplementary figure 8). WNT3a conditioned medium has no substantial effect on the growth of tumour cell clones under adherent conditions but significantly stimulates the proliferation in soft agar conditions although this response does vary between tumour cell clones (Supplementary figure 9 and Fig. 6b, c). These data indicate that WNT signalling is critical for the anchorage-independent colony formation of tumour cells and this raises the question to what extent the WNT ligands produced by the tumour cells themselves are determining their growth behaviour. To test this, we used the C59 Porcupine inhibitor to block WNT palmitoylation and thereby its function^18^. Addition of C59 prevents their anchorage-independent outgrowth, which can be rescued by WNT3a conditioned medium (Fig. 6b, c). However, since C59 affects the function of all WNTs this experiment did not show that the elevated expression of WNT7b is required for soft agar growth. Therefore, we disrupted the *Wnt7b* gene in skin tumour cells using CRISPR/Cas9 technology. Inactivation of the *Wnt7b* gene blocks the soft agar outgrowth of tumour cells to the same extent as addition of C59 and again this can be largely rescued by WNT3a conditioned medium (Fig. 6d and Supplementary figure 10). Evidence for CRISPR/Cas *Wnt7b* gene inactivation is shown by the significantly reduced transcription of the canonical WNT signalling target *Axin2* in edited tumour cells which can be rescued by WNT3a supplementation (Supplementary figure 11). In line with these observations, shRNA knockdown of *Wnt7b* leads to a reduction of soft agar colony outgrowth and the impairment correlates with the extent of knockdown (Supplementary figure 12). A similar dependence on *Wnt7b* is found for the migratory activity of the skin tumour cell clones as *Wnt7b* inactivation impairs the migration of tumour cells in a conventional scratch assay (Supplementary figure 13). All together, these results indicate that in the chr15: 67–87 Mb region *Wnt7b* is a critical gene for the transformation of *Cdkn2ab*^*−/−*^ skin tumour cells at least in vitro. We note, however, that enhanced *Pdgfβ* expression might contribute to tumour development in vivo as growth factors and/or nutrients are likely less abundantly available in vivo.

Next, we asked how WNT signalling might contribute to the transformation of *Cdkn2ab*^−/−^ cells and focused on the role of *Cdk6/CyclinD* for the following reasons: first, CDK6/CyclinD is inhibited by the *Cdkn2ab*-encoded Ink4 proteins; second, both WNT and CDK6/CyclinD are involved in transformation-related features such as anchorage-independent growth and migration^19–24^; third, WNT signalling enhances both *CyclinD* and *Cdk6* transcription through upregulation of *Myc* (ref. ^25^). Indeed, qPCR assays show that WNT signalling enhanced *CyclinD* transcription in both *Cdkn2a* KO and *Cdkn2ab* KO MEFs (Supplementary figure 14) and transcription of both *Cdk6* and *CyclinD* in the skin carcinoma cell lines (Fig. 7a and Supplementary figure 14). In addition, a reduction of *Cdk6* transcripts is observed in *Wnt7b* knockout tumour cells, which can be restored by WNT3a supplementation (Fig. 7a). ShRNA knockdown of *Cdk6* expression does not affect proliferation of *Cdkn2ab*-deficient MEFs and skin tumour cell lines under adherent conditions (data not shown) but does reduce the anchorage-independent colony outgrowth, which correlates with the extent of knockdown (Supplementary figure 15, 16). To independently assess the role of *Cdk6* we generated *Cdk6* knockout tumour cell clones using CRISPR/Cas9 gene editing (Supplementary figure 17). These clones show very limited anchorage-independent colony outgrowth capacity, which can be only marginally rescued by WNT3a supplementation (Fig. 7b). Loss of *Cdk6* also affects the migratory capacity of the tumour cell clones (Supplementary figure 13). Overexpression of CDK6 by retroviral transduction (Supplementary figure 17) results in very efficient soft agar colony outgrowth both of skin tumour cell lines, with or without inactivation of the endogenous *Wnt7b* allele, and *Cdkn2ab* KO MEFs (Fig. 7c, d). To test whether phosphorylation of pRB pocket proteins per se is critical for anchorage-independent growth we also transduced constitutive active CDK4-R24C into *Cdkn2ab* KO MEFs but its overexpression does not lead to increased soft agar growth capacity (Fig. 7d) pointing to a specific role for CDK6 in cellular transformation.

**Fig. 7:**
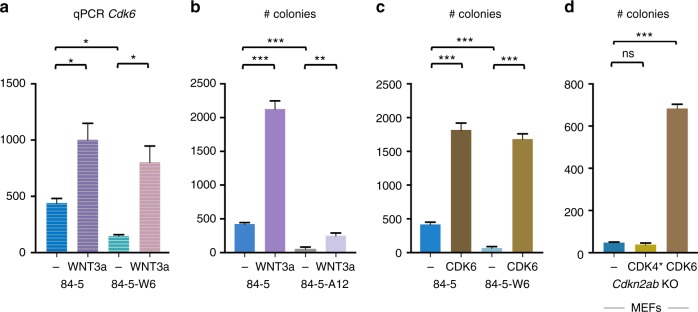
Validation of functional involvement of CDK6 in WNT induced transformation of MEFs and skin tumour cell lines. **a** mRNA analyses (qPCR) of *Cdk6* relative to *Gapdh* of 84-5 tumour cells and of 84-5-W6 tumour cells knockout for *Wnt7b* with and without WNT3a supplementation. **b** Anchorage-independent colony formation of tumour cell lines 84-5 and 84-5-A12 (*Cdk6* knockout derivative) with and without WNT3a supplementation. **c** Anchorage-independent colony formation of tumour cell lines 84-5 and 84-5-W6 (*Wnt7b* knockout derivative) with and without overexpression of retrovirally transduced *Cd*k6. **d** Anchorage-independent colony formation of *Cdkn2ab*^*−/−*^ MEFs with and without overexpression of retrovirally transduced *Cdk6* and *CDK4-R24C* (CDK4*). Statistical analysis (Unpaired *t* test): ns: not significant, *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent Standard Deviation of the Mean (3 replicates) (**a**) or Standard Error of the mean (3 replicates) (**b**–**d**). *Cdkn2ab* knockout mice develop skin tumours but this phenotype is lost on backcrossing of the mice. Here, the authors describe a genetic variant encompassing *Wnt7b* that synergises with *Cdkn2ab* loss and is required for tumour formation in these mice

## Discussion

Our data indicate that the contribution of WNT signalling to cellular transformation is mediated to a significant extent by stimulating CDK6 activity. Our observations fit a scenario in which p15^Ink4b^ plays a critical role in the hair follicle growth cycle by keeping CDK6 activation through WNT signalling in check. In the absence of p16^Inka^ and p19^Arf^ this then creates a favourable setting for tumourigenesis.

Unfortunately, graft experiments of the early passage tumour-derived cell lines in immunodeficient NSG mice did not result in tumour outgrowth as is often observed with primary tumours making it impossible to confirm the effects of WNT7b in this complementary in vivo setting. However, our data are fully in line with a number of published observations. Upregulation of WNT7b has been reported in hfSCs during physiological and precocious anagen after BMP inhibition^12^. Furthermore, *Wnt7b* conditional gene targeting during HF morphogenesis disrupts HF cycling causing a shorter^12^ anagen, premature catagen onset with overall shorter hair production. These *‘*in vivo*’* observations strongly support the stimulating effect of natural WNT7b overexpression on hfSCs and thereby its oncogenic role in the development TBCs. In addition, clinical data also implicate a contribution of subtle modulation of WNT7b expression to the development of oral and oesophageal squamous carcinoma^26,27^.

It is important to emphasize that p15^Ink4b^ is constitutively expressed in the hair follicle, kidney and lung, this in contrast to p16^Ink4a^. Especially in conditions of high levels of WNT ligands such as is the case for WNT7b in the hair follicle, CDK6 activation in the absence of p15^Ink4b^ could lead to increased anchorage-independence, migration and proliferation of progenitor cells. The absence of a backup of p16^Ink4a^ or p19^Arf^ to stop cells that respond to these oncogenic signals would increase the risk of accumulating genomic aberrations leading to tumour development.

Loss of *Cdkn2b* could pose a similar risk in other physiological conditions with allelic variation in WNT signalling and/or CDK6 activation itself. This might apply to kidney development which involves several WNT family members^28^ with concurrent high expression of p15^Ink4b^ (ref. ^17^). Of note, renal cell carcinomas frequently show inactivating mutations in *CDKN2b* (ref. ^29^) concomitant with WNT pathway activation^30^. Intriguingly, allelic variants of DKK3, which is implicated in WNT signalling control, have been associated with predisposition to renal cell carcinoma^31^ and squamous lung carcinoma^32^ as well. Furthermore, both p15^Ink4b^ and CDK6 are critically implicated in the regulation of hematopoietic stem cell fate in mouse and man^33–35^. Interestingly, loss of *CDKN2b* expression^36^ and enhanced transcription of natural *CDK6* alleles are very frequently observed in several leukaemia’s such as AML and ALL (ref. ^34^). Therefore, *CDKN2b* deficiency and variation in CDK6 activation could put progenitor cells at risk to become pre-malignant.

Our studies also point to the significance of the deletion of the complete *CDKN2ab* locus in specific tumour subsets, such as mesothelioma, squamous cell carcinoma, and glioblastoma making it worthwhile to further explore whether WNT and/or CDK6 plays a critical role in these tumours even in the absence of any mutations in these genes. This could motivate a much broader therapeutic application of specific CDK6 and WNT pathway inhibitors.

In conclusion, we here have described a cancer predisposing QTL that poses a very high risk when co-occurring with the frequently observed somatic deletion of the *Cdkn2ab* tumour suppressor locus. Put in a broader perspective, this might well be a recurrent theme in tumour development with a critical role for WNT signalling to maintain stem cells involved in tissue renewal and regeneration. Their proliferation has been recently coined as a risk factor for cancer^37^. If the level of WNT signalling is indeed such a critical component of tumour predisposition, it might be easily missed in GWA studies since next to the large number of *WNT* genes there are many components in the WNT signalling pathway that can influence this very signalling cascade and consequently many alleles might confer such risk. It would require quantitative downstream readouts to assess whether the risks conveyed by variant alleles acting in this pathway might be held responsible for some of the unresolved cancer predispositions. Focussing GWA studies on cancer patient subgroups with somatic disruptions of the *CDKN2AB* locus could serve as a starting point for identifying such alleles. It might be also worth exploring if inhibiting WNT and/or CDK6 signalling is of benefit to these patients.

## Methods

### Animal experiments

All animal experiments comply with international regulations and ethical guidelines and have been authorized by the experimental animal committee at The Netherlands Cancer Institute.

### *Cdkn2ab* mutant alleles

The construction of the *Ink4ab*− allele (knockout for p15^Ink4b^ and p16^Ink4a^) enabing the Cre mediated derivation of the *Cdkn2ab*− allele (knockout for p15^Ink4b^, p19^Arf^ and p16^Ink4a^) (ref. ^2^) and the conditional *Cdkn2a* allele enabling the Cre mediated derivation of the *Cdkn2a*^−^ (knockout for p16^Ink4a^ and p19^Arf^) were described previously^2,10^. The *Cdkn2b*^*−*^*;Arf*^*F*^ mutant allele (knockout for p15^Ink4b^ and conditional knockout for p19^Arf^) enabling the Cre mediated derivation of the *Cdkn2b*^*−*^*;Arf*^*−*^ allele (knockout for p15^Ink4b^ and knockout for p19^Arf^) was generated by replacing the *Cdkn2b* exon 1 and 2 by a hygromycin expression cassette carrying a 3’ LoxP site followed by the insertion of a LoxP site 3’ of exon 1β of *Cdkn2a*. These modifications were performed in 129P2 ES cells using conventional targeting procedures. Mice carrying knockout alleles for *Cdkn2ab*, *Cdkn2a* and *Cdkn2b;Arf* were obtained by crossing *Ac*t-cre mice expressing Cre in the germline (ref. ^2^) to *Ink4ab*^−^, *Cdkn2a*^*F*^ and *Cdkn2b*^*−*^*;Arf*^*F*^, respectively. Additional information on the alleles can be found on the MGI website, accession numbers: allele *Ink4ab*^*−*^: 2384165, *Cdkn2ab*^*−*^: 3767459, *Cdkn2a*^*F*^: 2384163*, Cdkn2b;Arf*^*F*^: 5560507.

### Histological analysis

Tissues were fixed in either 4% formalin or acidified formaldehyde (ethanol/acetic acid/formaldehyde/saline at 40:5:10:45 v/v). Sections were prepared at 2 µm thickness from the paraffin blocks and stained with haematoxylin and eosin (HE) according to standard procedures. For immunohistochemistry (IHC), 4 um-thick sections were made. Antibodies used in this study are listed in Supplementary Table 4.

Antibody staining was revealed using either diaminobenzidine or 3-amino-9-ethylcarbazole chromogen. Images were captured using a Zeiss Axioskop2 Plus microscope (Carl Zeiss Microscopy) equipped with a Zeiss AxioCam HRc digital camera, and processed using AxioVision 4 software (Carl Zeiss Vision).

### DNA profiling

DNA profiling of the back crossed mice was performed by a genome-wide scan (autosomes) using a panel of 134 polymorphic microsatellite markers distinguishing allele length between 129P2 and FVB genotypes at a mean density of ~ 20 Mb (~10 cM). For fine mapping on chromosome 15 an additional set of 8 polymorphic markers was used. Primers around the microsatellites were used to PCR the short DNA intervals, followed by agarose gel electrophoresis (4% gels), length polymorphism was visualized by ethidium bromide staining using a UV transilluminator. List of satellite markers and related primers see Supplementary Table 1.

### Exome sequencing

Exonic DNA was captured using SureSelect Mouse All Exon capture baits. Captured material was indexed and sequenced on the Illumina Hiseq platform at the Wellcome Trust Sanger Institute. Raw 75 bp pair-end sequencing reads were aligned with BWA to the mouse reference genome (mm10) prior to somatic variant calling.

### Copy number variation analysis

DNA copy number profiles were generated from whole-exome sequencing data using CopywriteR which uses off-target reads from the exome capture^38^.

### Chipseq

Chromatin immune precipitations were performed as described^39^ with slight modifications. Cell lines were grown until 70% confluency and For one experiment 10 million cells were crosslinked for 10 min in 1% formaldehyde after it is stopped by adding Glycin (0.1 M end concentration). After washing the cells for 2× with PBS by centrifugation for 5 min at 1350 G, lyses is started in 10 ml lyses buffer 1 (50 mM HEPES pH 7.5, 140 mM NaCl, 1 mM EDTA, 10% Glycerol, 0.5% NP40, 0.25% Triton X-100) for 30 min at 4 °C. Cells were centrifuged for 5 min at 1350G to remove lyses buffer 1. The cell pellet was lysed for 10 min in lyses buffer 2 (200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl). After removing lyses buffer 2 by centrifugation the pellet was incubated for 30 min in lyses buffer 3 (100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10 mM Tris-HCl ph 8, 0.1% DOC, 0.5% N-Lauroyl sarcosine). The DNA of 3 million cells was sheared on a covaris ultrasonicator in a covaris microtube AFA (ref 520045) under the following conditions: peak power 75 W, duty cycle 10%, cycle/burst 200 for 7 min. For every sample the shearing was performed three times. 50 µl Dynabeads protG magnetic beads (Invitrogen 10003D) were blocked in PBS with 0.5 BSA for every chip. 5 µg antibody was coupled to the beads for 3 h. Following a washing step with lysis buffer 3 the beads were resuspended in 500 µl lyses buffer 3 containing 1% Triton X-100. The cell extract was added to the beads and incubated for 12 h. 4 Washing steps were performed with RIPA buffer (50 mM HEPES pH 7.5, 1 mM EDTA, 0.7% DOC, 1% NP-40, 0.5 M LiCl) and one with cold TE, 50 mM NaCl. Elution was done over night with 150 µl elution buffer (50 mM Tris-HCl ph 8, 10 mM EDTA, 1% SDS) at 65 °C. For the DNA recovery the Qiaquick pcr purification kit (Qiagen 28106) was used. Libraries were prepared with the KAPA HTP library preparation kit (KK8234 Illumina).

Products were sequenced using an Illumina HiSeq 2500 (single end 65 bp). Reads were mapped to GRCm38 using bowtie2 with default settings. The main analysis was performed by counting the number of ChIP-seq reads supporting either the 129P2 or FVB/N allele, obtained from the Mouse Genomes Project^40^. Using a sliding window of variable size (250-1000 bp), we summed the counts for each allele and tested for a deviance^41^ from the expected ratio (set as the median allelic ratio per chromosome) with an exact Poisson test. The Fisher’s combined probability test was used to combine the P-values of the three clones, followed by the Benjamini–Hochberg procedure. All windows with a FDR < 0.05 were selected.

### Cell culture

Tumour cell lines were derived from primary cultures of chopped tumour pieces; after 1 week of primary culture in 10%, HITES medium, suspensions of 25 × 10^3^ single cells were cultured in soft agar to select cell clones able to proliferate anchorage-independently. Clones were picked and maintained under adherent conditions for further experiments. Cells were grown at 37 °C, 5% CO_2_, either in DMEM (GIBCO) supplemented with 10% FCS, 100 units per ml penicillin, 100 mg ml^–1^ streptomycin or in DMEM/F12 (GIBCO) supplemented with 10% FCS, 100 units per ml penicillin, 100 mg ml^–1^ streptomycin, and HITES (insulin, transferrin, selenium, hydrocortison, EGF). Porcupine inhibitor C59 was obtained from Cellagen Technology (C7641-10) and used at a final concentration of 10 nM. PDGFβ was obtained from: WNT3a conditioned medium was supplemented to regular medium in a 1:3 ratio. MEFs from E13.5 embryos were isolated and cultivated according to standard protocols. For soft agar growth analysis, cells (24,000 cells per well in a 6-well plate) were resuspended in 0.4% soft agar and plated on a bottom layer of 1% agar. The number of colonies growing in soft agar after two weeks of culture was quantified using ImagePro Plus 5.1.2 software (MediaCybernetics)

### β-Catenin dependent transcription assay

Activation of the WNT/β-catenin pathway in *Cdkn2a*^−/−^ and *Cdkn2ab*^−/−^ MEFs was measured using a TOP-FOP assay. One day prior to transient transfection, *Cdkn2a*^*−/*−^ and *Cdkn2ab*^*−/−*^ MEFs were seeded in a density of 50.000 cell per 6-well. The TOP-WRE (Wnt-responsive element) reporter plasmid or FOP- MRE (Mutant WNT-responsive element) reporter plasmid were transfected transiently into the MEFs using Lipofectamine (Lipofectamine LTX; Invitrogen art#15338-100). After 24 h the medium was replaced by L1 + Wnt3a conditioned medium and for a negative control L1 medium without Wnt3a. 24 h after adding Wnt3a conditioned medium, luciferase activity was measured using the Dual Luciferase assay from Promega (cat# E4530) and normalized with the co-transfected renilla reporter

### Protein expression analysis

Cell pellets were lysed in RIPA buffer and the lysates were cleared by centrifugation at 20,800×*g* for 10 min. Proteins were separated on 4–12% NuPAGE Novex Bis-Tris gels (Invitrogen), transferred to nitrocellulose (Schleicher and Schuel) or Immobilon (Millipore) membrane and probed with antibodies. Immuno-complexes were visualized by enhanced chemo-illuminescence (Pierce 34080) using goat anti-mouse (AMI3404, Biosource) or goat anti-rabbit (ALI0404, Biosource) antibodies coupled to horseradish peroxidase. The primary antibodies used were: WNT7b: Abcam (ab94915); CDK6: Thermo (AHZ0232).

### RNA expression analysis

RNA was isolated from frozen tumour pieces and cell pellets using RNEasy columns (Qiagen). cDNA was prepared using the Tetro cDNA synthese kit from Bioline (bio-65043). qPCR was performed using Sensifast Sybr (Hi-rox) kit purchased from Bioline (BIO92020) with the following primer sets: Wnt7b: exon 3 frw: TCGACTTTTCTCGTCGCTTT, exon 4 rev: AGGCTTCTGGTAGCTGCGTA; Pdgfβ: exon 5 frw: TGGGACATCCAGGGAGCA, exon 6 rev: CCTTGTCATGGGTGTGCTTA; Fbln1: exon 7 frw: AGCTGTGGGACTGGCTATG, exon 9 rev: TGCTCTTGGGATGGCTG; Axin2 exon 5 frw: CAAGACCAAGGAGGAGATCG, exon 6 rev: TTTTGGCAAGGTACCACCTC; Cdk6: exon 7 frw: CTCAACCCATCGAGAAGTTTG, exon 8 rev: GTTGGATGGCAGGTGAGAGT; CyclinD1: exon 3 frw: TGGTGAACAAGCTCAAGTGG, exon4 rev: GCAGGAGAGGAAGTTGTTGG; Gapdh: exon 4 frw: GCCGGCTCATCACACAGT, exon 4 rev: TCGGAGTCCTCAGTCTCACTC; Actin: exon 4 frw: CACAACGTGCCCATCTATGA, exon 5 rev: GGCCATCTCATTCTCGAAGT. Samples were analysed at least in triplicate. Reactions were performed using the ABI Prism 7000 sequence detection system.

### Analysis of allele-specific expression

RNA isolation and cDNA preparation was performed as described above. Wnt7b mRNAs from 129P2 and FVB/N differ in the 3’ UTR at position 505 in exon 4 (G in 129P2 and C in FVB/N, creating a Nar1 restriction site in FVB/N). Part of exon 4 was PCR amplified from cDNA using primers around nucleotide position 505 of exon 4 (frw: AACACGCACCAGTACACCAA, rev: GCTCCAGAAGCAAAGAAGGA). PCR products were sequenced and scored for G or C at position 505 of exon 4. Pdgfβ mRNAs from 129P2 and FVB/N differ in the 3’ UTR at position 176 of exon 7 (G in 129P2 and C in FVB/N, creating a Nsp1 restriction site in FVB/N). Exon 5–7 was PCR amplified from cDNA using primers located in exon 5 (frw: TGGGACATCCAGGGAGCA) and downstream of position 176 of exon 7 (rev: TCGGGCTAAGTGCCAGGCT). PCR products were sequenced and scored for G or C at position 176 of exon 7. Fbln1 mRNAs from 129P2 and FVB/N differ in the 3’ UTR at position 172 of exon 15 (C in 129P2 and A in FVB/N, creating a Nco1 restriction site in FVB/N). The relevant region of exon 15 was PCR amplified from cDNA using primers located in exon 15 (frw: AGGAGGGCTTTTTCACCACT) and downstream of nucleotide position 172 of exon 15 (rev: TGCTCTTGGGATGGCTG). PCR products were sequenced and scored for C or A at position 172 of exon 15.

### CRISPR/Cas Gene editing

Tumour cell lines were modified according to standard procedures involving transfections of pX330 vectors expressing Cas9 and specific guideRNAs (gRNA) (ref. ^39^). Transfections were done using Lipofectamine LTX from Invitrogen (15338–100). gRNA designs were obtained from the Crispr Design website from MIT (http://crispr.mit.edu/). After transient selection for puromycin resistance clones were picked, expanded and molecularly characterized. The *Wnt7b* gene was inactivated by co-transfection of two pX330 vectors expressing gRNAs enabling the excision of exon 3. Sequence gRNA1: GGTGCAATCCACTTGCTGTA, sequence gRNA2: CGGGCAGAAAGGTAGCCGTT. Editing was confimed by PCR analysis using primers around the deleted exon 3. The *Pdgfβ* gene was inactivated by co-transfection of two pX330 expressing gRNAs enabling the excision exon 2. Editing was confimed by PCR analysis using primers around the deleted exon 2. gRNA1: TCCTGGTGTCTGACCGACAG, sequence gRNA2: AGGAGGGTCCGATTTACCTA. The *Cdk6* gene was inactivated by co-transfection of two pX330 expressing gRNA enabling the excision of part of exon 3. Sequence gRNA1: GCCCGCGACCTGAAGAACGG, sequence gRNA2: GACCTTCGAGCACCCCAACG. Editing was confirmed by PCR analysis using primers around the deleted part of exon 3.

### ShRNA knockdown

Lentiviral constructs (pLKO.1 vector) expressing shRNAs against Wnt7b and Cdk6 were obtained from The RNAi Consortium (Broad Institute/Harvard). Plasmid preparation, virus production and virus infection were performed according published protocols. Sequence of shRNA: Wnt7b-4: GCTACCTAAGTTCCGCGAGGT; sequence of shRNA Wnt7b-7: CGGAGCATTGTCATCCGTGGT; sequence of shRNA Cdk6–1: CCGGTTGCATCTTTGCAGAAA; sequence of shRNA Cdk6-2: ATCTTCTAGAGATAACTACTT. Supplementary Table 3 provides the sequences of primers used in the experiments described in the Methods section above.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The exome sequencing data of skin tumours and its matched controls have been deposited in the NCBI Sequence Read Archive with accession code PRJEB8102. Chipseq data are available from the Gene Expression Omnibus under accession code GSE125885. The authors declare that the data supporting the findings of this study are available within the paper and its Supplementary information files or available from the authors upon request.

# Supplementary material for: A natural WNT signaling variant potently synergizes with Cdkn2ab loss in skin carcinogenesis
**Source:** Nat Commun. 2019 Mar 29;10:1425. doi: 10.1038/s41467-019-09321-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary information**

Manuscript:

**A natural WNT signaling variant potently synergizes with *Cdkn2ab* loss in skin carcinogenesis**

Krimpenfort et al.

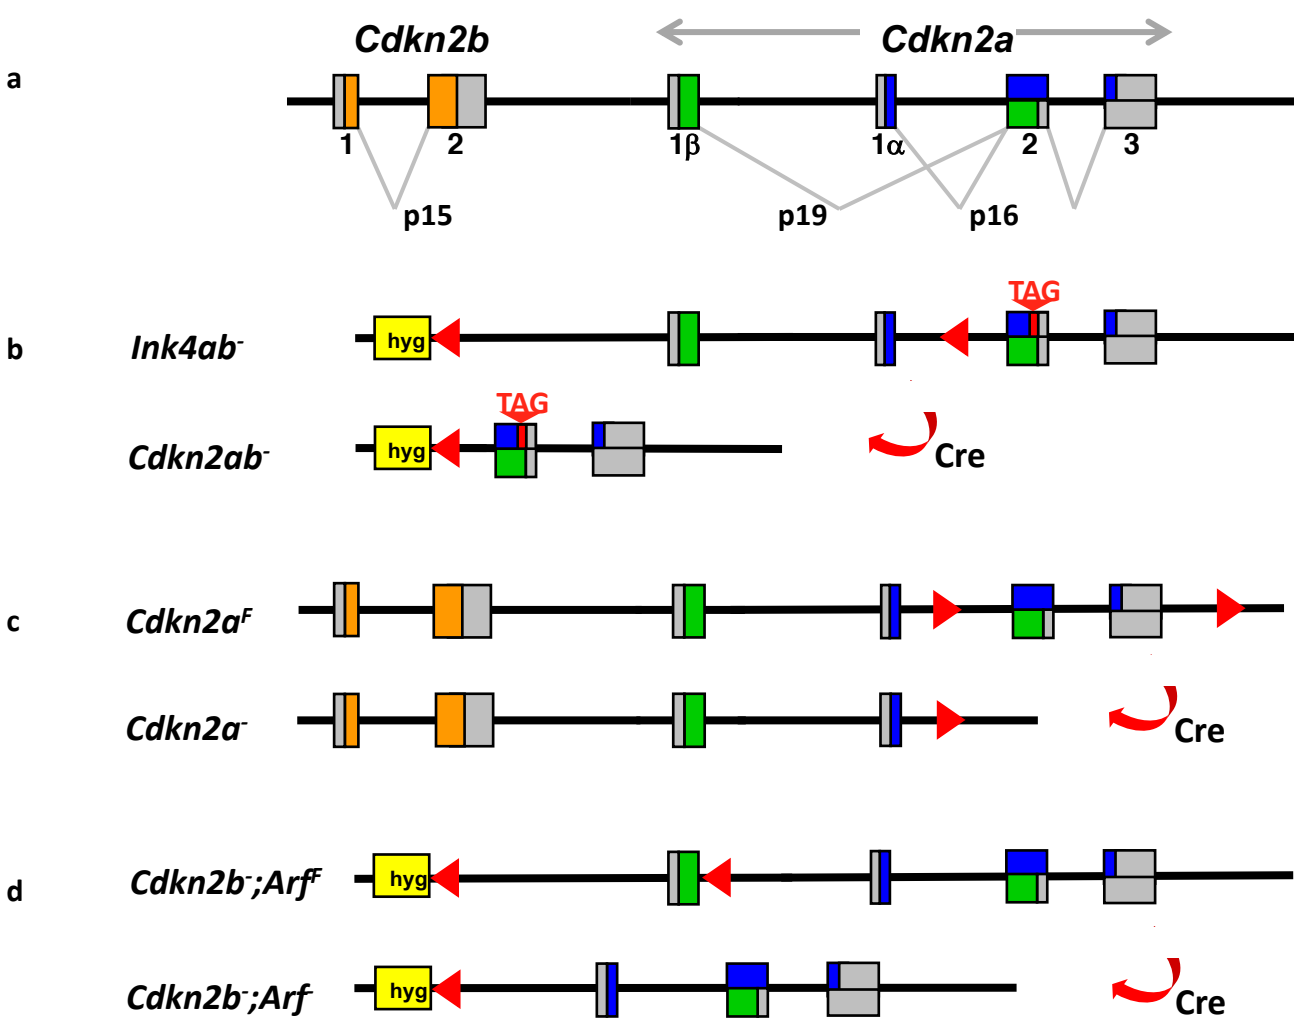

**Suppl. figure 1) *Cdkn2ab* mutant alleles used in this study.** **a)** Schematic of *Cdkn2ab* locus. **b)** The *Ink4ab*<sup>-</sup> allele (knockout for p15<sup>Ink4b</sup> and p16<sup>Ink4a</sup>) (ref 2) enabling the Cre mediated derivation of the *Cdkn2ab*<sup>-</sup> allele (knockout for p15<sup>Ink4b</sup>, p19<sup>Arf</sup> and p16<sup>Ink4a</sup>). **c)** The conditional *Cdkn2a*<sup>F</sup> allele enabling the Cre mediated derivation of the *Cdkn2a*<sup>-</sup> (knockout for p16<sup>Ink4a</sup> and p19<sup>Arf</sup>) (ref 9). **d)** The *Cdkn2b*<sup>-</sup>; *Arf*<sup>F</sup> mutant allele (knockout for p15<sup>Ink4b</sup> and conditional knockout for p19<sup>Arf</sup>) enabling the Cre mediated derivation of the *Cdkn2b*<sup>-</sup>; *Arf*<sup>-</sup> allele (knockout for p15<sup>Ink4b</sup> and knockout for p19<sup>Arf</sup>). The location of LoxP sites are indicated by red triangles.

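The 3 clones of the H3K27-Ac ChIP-seq come from *Cdkn2ab* knockout tumours, and in this allele the schematic leaves exons 2 and 3 of *Cdkn2a* in place. In GRCm38 *Cdkn2a* lies on the minus strand of chromosome 4 from 89274471 to 89294653 and *Cdkn2b* from 89306299 to 89311039. No clone had an H3K27-Ac peak within 1 kb of the start of p16 Ink4a at 89282192, of p19 Arf at 89294653 or of *Cdkn2b* at 89311039, and none had a peak over *Cdkn2b*. The peak nearest to the p16 Ink4a start was 4.05 kb away in clone 1, 4.01 kb in clone 2 and 5.19 kb in clone 3. Peaks covered the 3' part of *Cdkn2a*, from 89272032 to 89278138 in clone 1 (76 ChIP reads at the summit), from 89274158 to 89277463 (172 reads) and 89277922 to 89278178 (24 reads) in clone 2, and from 89274092 to 89275446 (52 reads) and 89276493 to 89277000 (43 reads) in clone 3. The summit of the clone 1 peak, at 89273158, and that of the first clone 3 peak, at 89274310, lie beyond the 3' end of the gene. Other peaks lay wholly beyond this end, with 52 and 95 reads in clone 2 and 66 reads in clone 3. The reads given for the clones are therefore not at the same sites and are not compared. Peak lists show where reads were enriched, and a stretch without a peak can be deleted or unmarked.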

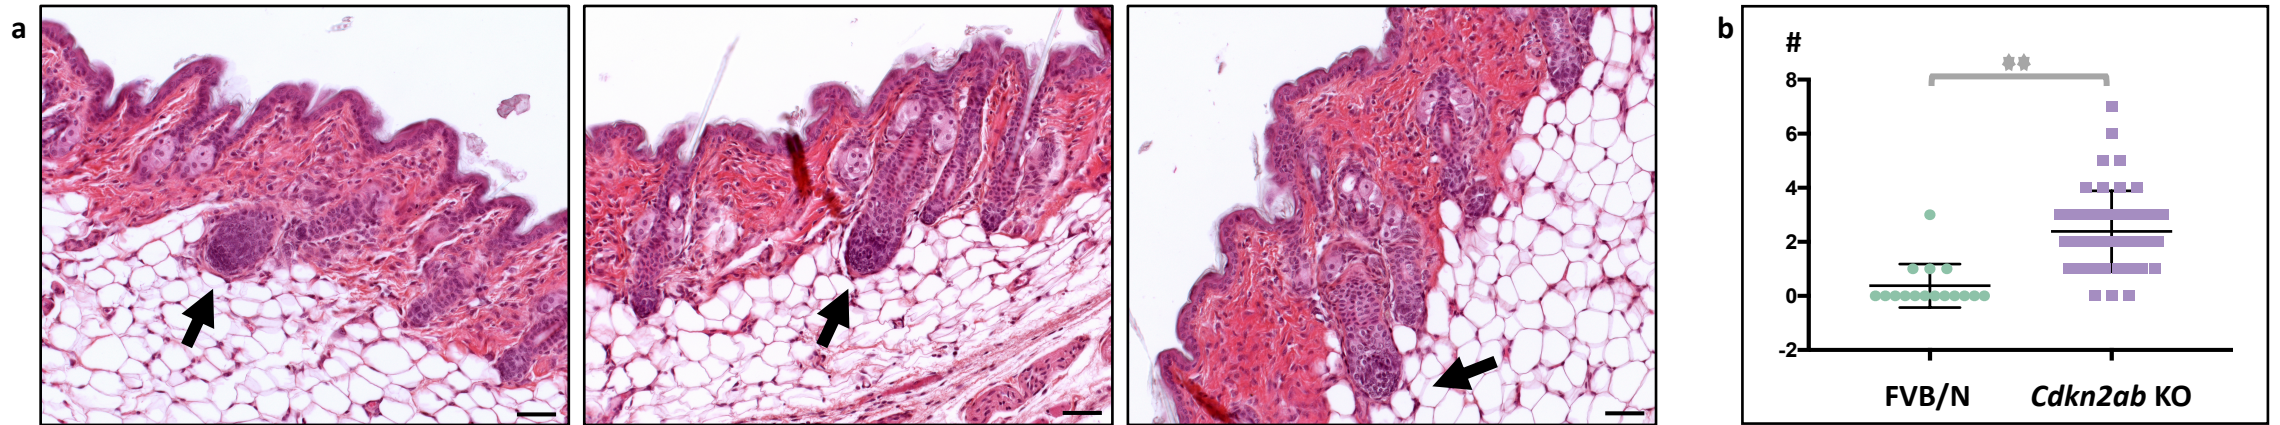

**Supplementary figure 2) *Cdkn2ab*<sup>-/-</sup> mice show hypertrophic hair follicles in telogen phase skin. a**, H&E staining of representative skin (arrow, scale bar: 20 μm). **b**, Quantification of number (Y-axis) of hyperproliferative hair follicles per section in wild-type FVB/N vs *Cdkn2ab* mutant mice.

Statistical analysis (Unpaired t test): \*\*:  $p < 0.01$ .

Suppl. figure 3

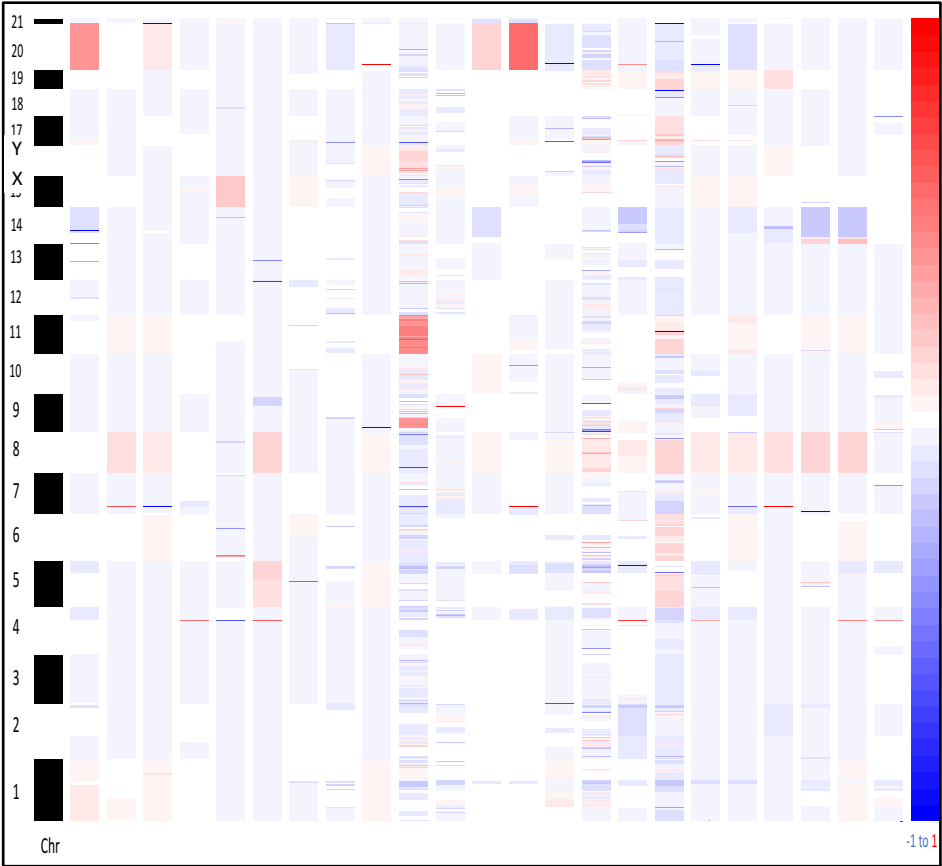

**Supplementary figure 3)** Overview of somatic copy number changes in 23 mouse tumours. For each sample (column, X-axis), copy number changes are indicated by color (blue indicates loss; red, gain) from chromosomes 1 to 19, X and Y (Y-axis).

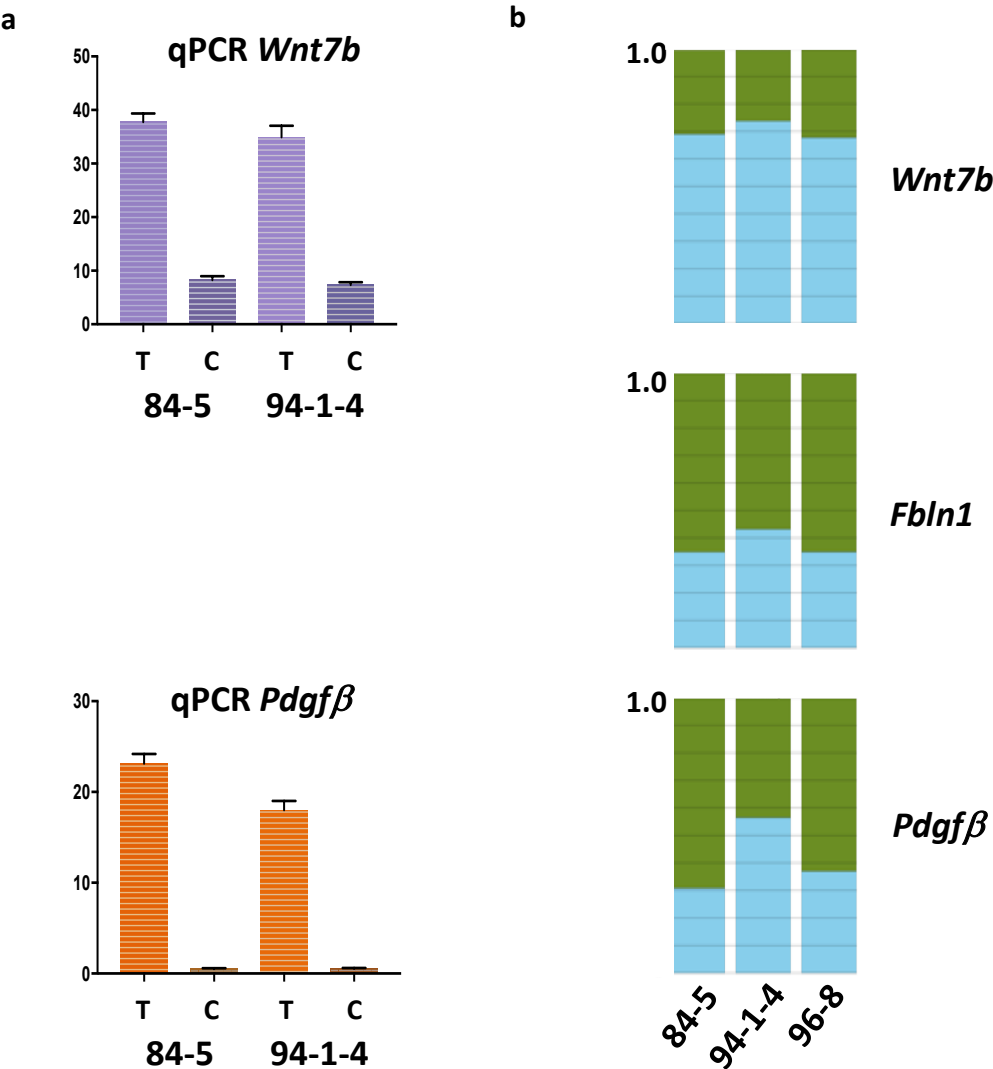

**Suppl. figure 4) a**, mRNA analysis (qPCR) Of *Wnt7b* and *Pdgfβ* in primary tumours (T) and cell lines derived (C) there of. **b**, Fraction of FVB/N allele derived transcripts (green) and 129P2 allele derived transcripts (blue) of *Wnt7b*, *Fbln1* and *Pdgfβ* in 3 cell lines derived from primary skin tumours.

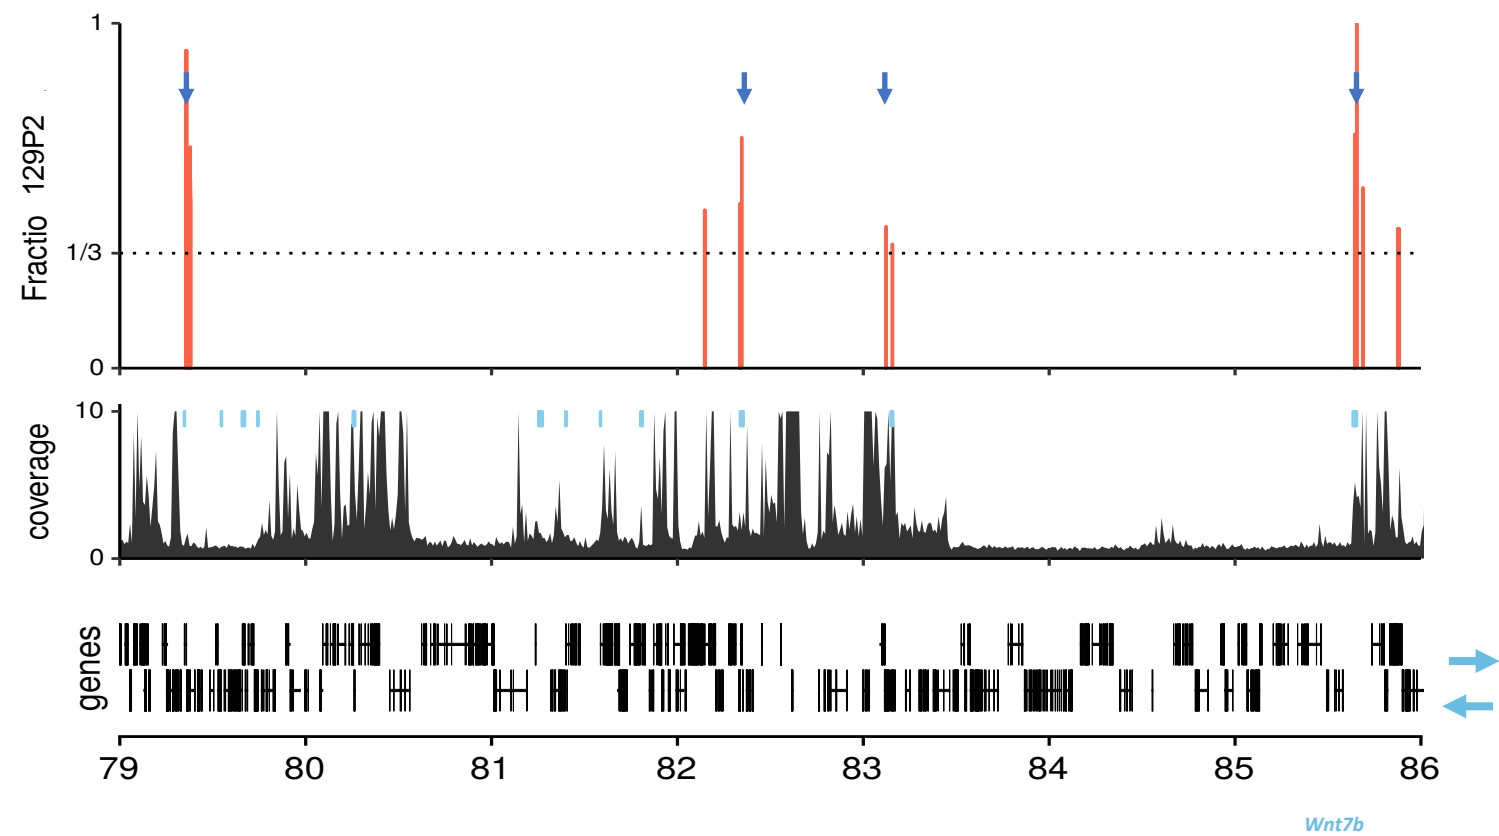

**Suppl. figure 5)** Window of region of chr15:79-86Mb with significant enrichment of the 129P2 allele (orange peaks) reads in the H3K27-Ac ChIP-seq data region of interest. 4 of these regions (arrows) are located in the vicinity of super-enhancers (indicated in blue). Non-informative (no SNP differences between FVB/N and 129P2) reads and reads without significant difference between FVB/N and 129P2 are not indicated

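Between 79 and 86 Mb of Chr15 the lists hold 262 H3K27-Ac peaks in clone 1, 609 in clone 2 and 234 in clone 3, which cover 3.98%, 7.18% and 3.20% of the window. The peaks form 94, 112 and 105 joined domains. The domain that holds the 129P2-enriched region of the text has the most bases under peaks in clones 1 and 3, where the next domain reaches 50.8% and 41.7% of them. In clone 2 a domain from 78828103 to 79006177 has more, with 58455 bp under peaks, but most of these lie before the window. Of the domains wholly inside the window, the one that holds the region comes first in clone 2 too, with 44640 bp against 40110 bp for the next. In clones 1 and 3 the next domain lies from 83140571 to 83183468 and from 83142689 to 83182894. The enrichment of the 129P2 allele itself was not analysed here.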

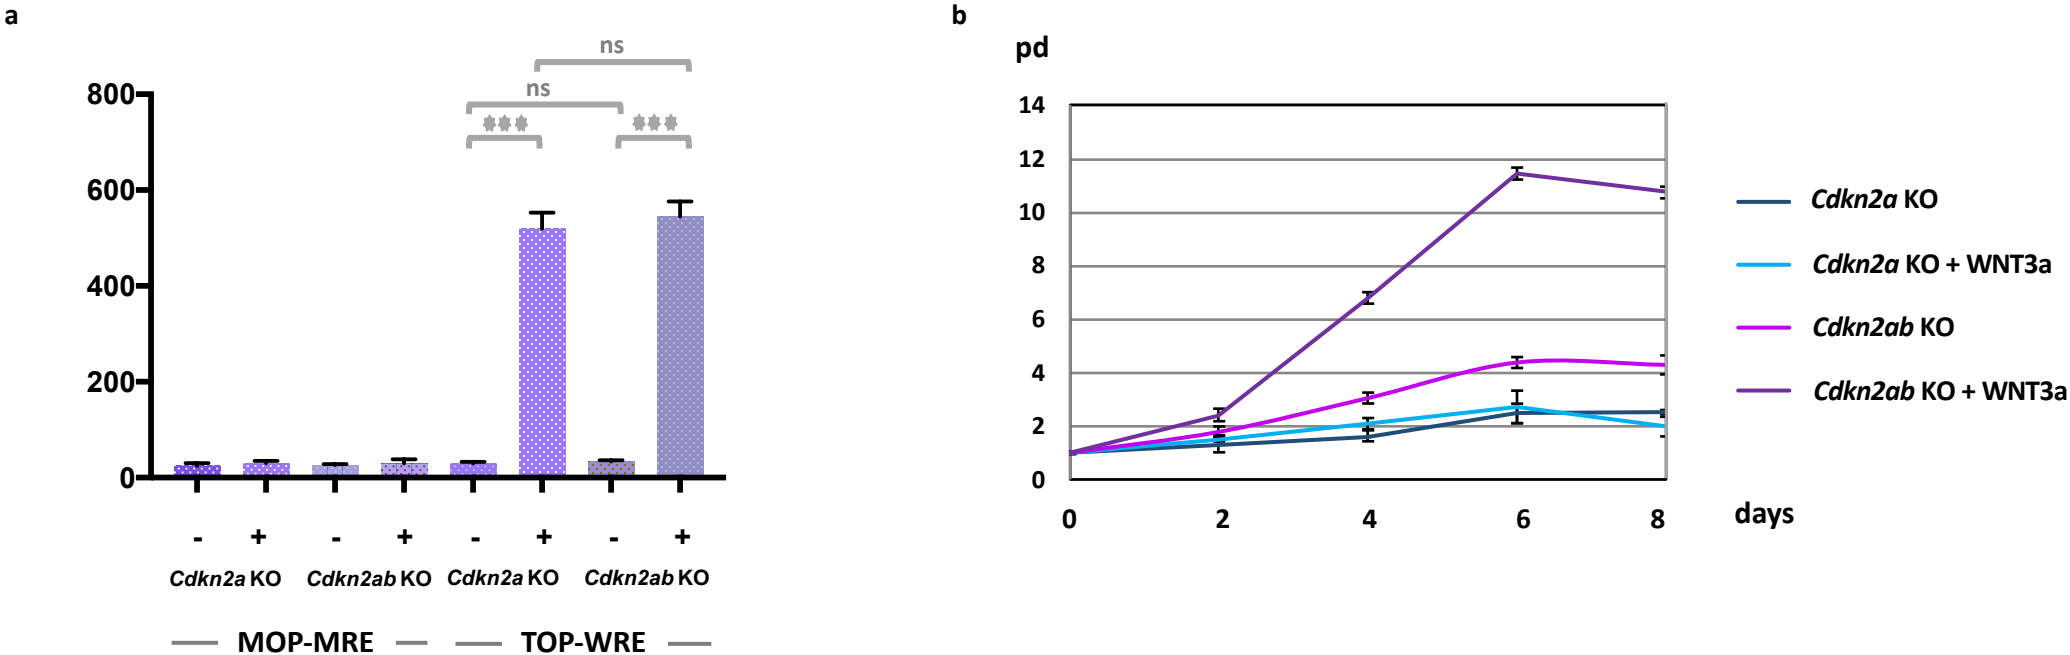

**Suppl. figure 6) a**, WNT induced  $\beta$ -catenin dependent transcription using a WNT responsive Luciferase reporter plasmid in *Cdkn2a* KO and *Cdkn2ab* KO MEFs with (+) and without (-) WNT3a supplementation. **b**, Proliferation of *Cdkn2a* KO and *Cdk2ab* KO MEFs in DMEM with or without WNT3a supplementation. Vertical axis: population doublings, horizontal axis: time in days.

Statistical analysis (Unpaired t test): ns: not significant, \*\*\*:  $p < 0.001$ .

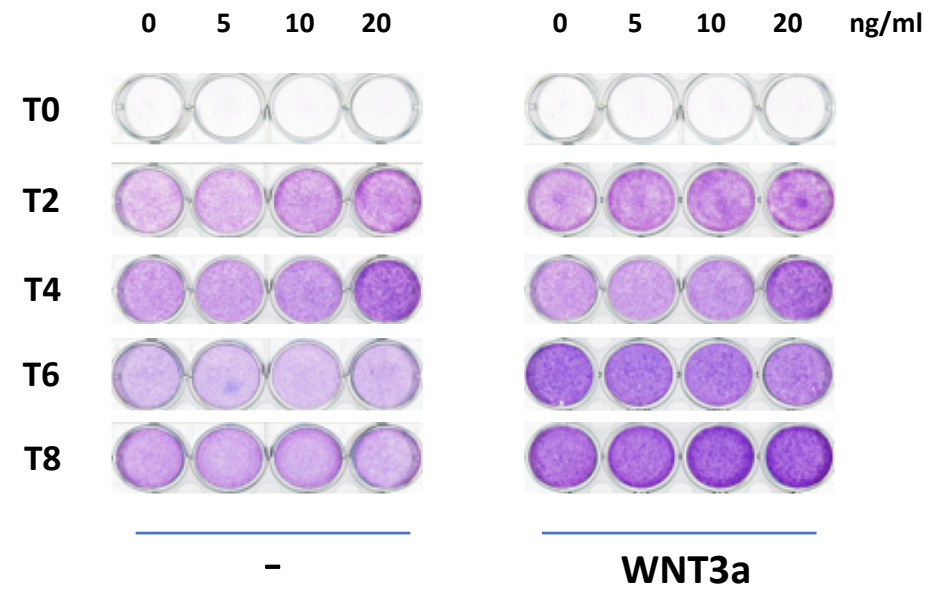

**Suppl. figure 7)** Proliferation under adherent conditions of *Cdkn2ab* KO MEFs in the presence of increasing concentrations of *Pdgfrβ* with and without WNT3a supplementation.

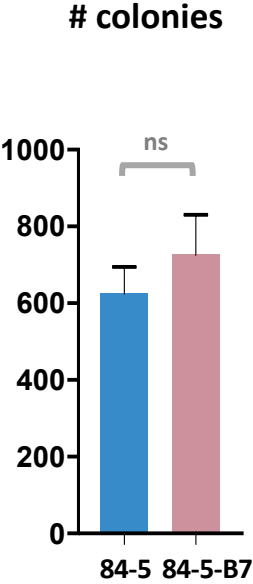

**Suppl. figure 8)** Anchorage independent colony formation of skin tumour cell line 84-5 and 84-5-P7 (*Pdgfβ* knockout).

Statistical analysis (Unpaired t test): ns: not significant.

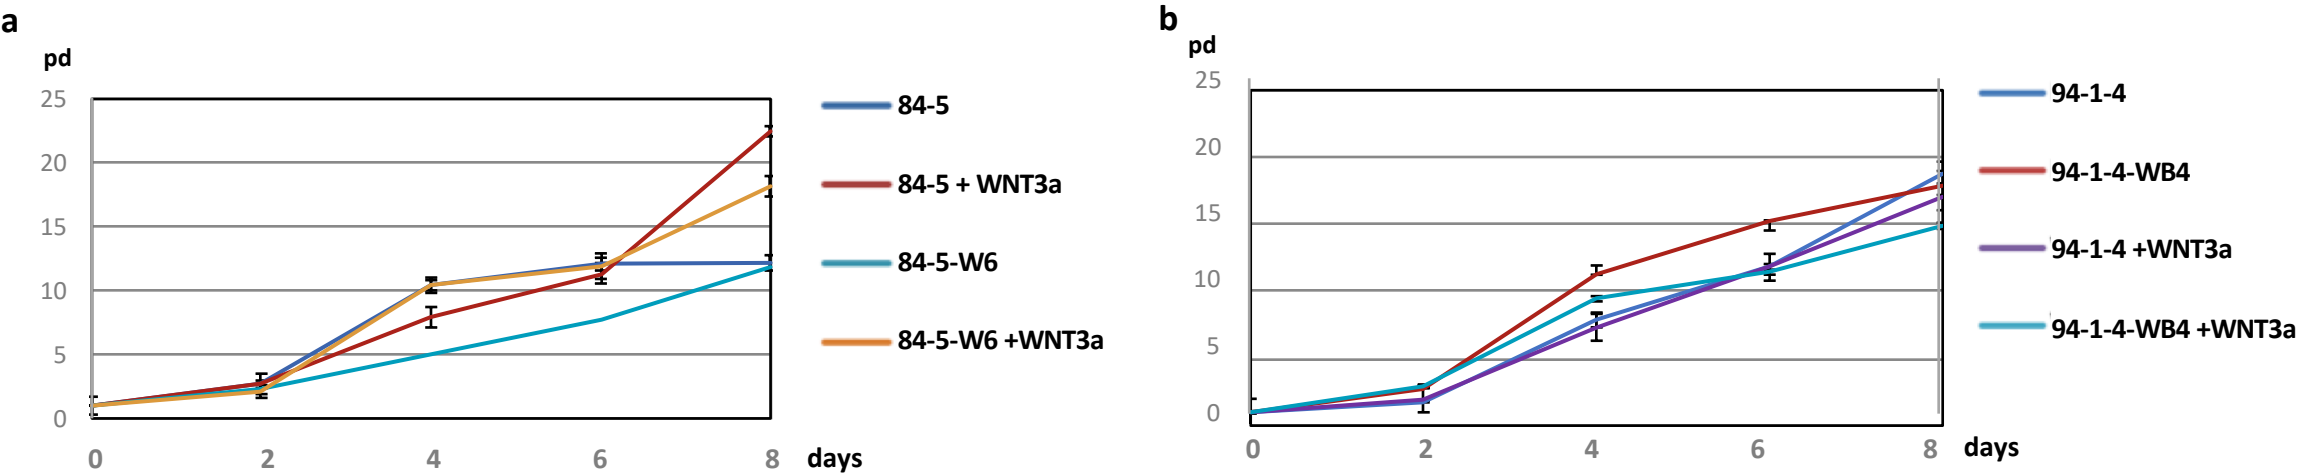

**Suppl. figure 9) a**, Proliferation of skin tumour cell lines 84-5 and 84-5-W6 (parental wt and *Wnt7b* KO derivative) in HITES medium with or without WNT3a supplementation. **b**, Proliferation of skin tumour cell lines 94-1-4 and 94-1-4-WB4 (parental wt and *Wnt7b* KO derivative) in HITES medium with or without WNT3a supplementation. Vertical axis: population doublings, horizontal axis: time in days.

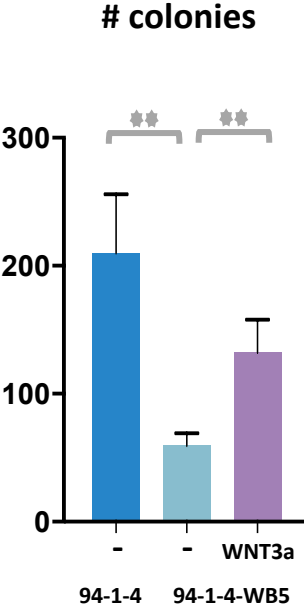

**Suppl. figure 10)** Anchorage independent colony formation of skin tumour cell line 94-1-4 and 94-1-4 WB5 (*Wnt7b* knockout) with and without WNT3a supplementation.

Statistical analysis: \*\*:  $p < 0.01$ .

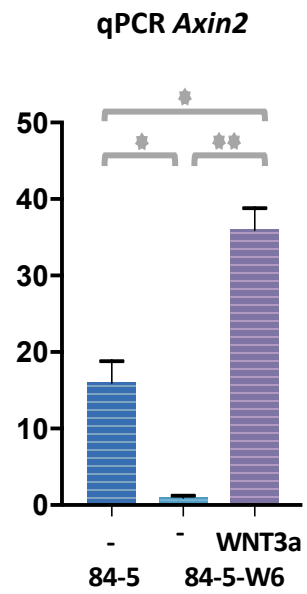

**Suppl. Figure 11)** mRNA analyses (qPCR) of *Axin2* relative to *Gapdh* of 84-5 and 84-5-W7 (*Wnt7b* knockout derivative) tumour cells with and without Wnt3a supplementation.

Statistical analysis (Unpaired t test): \*:  $p < 0.05$ , \*\*:  $p < 0.01$ .

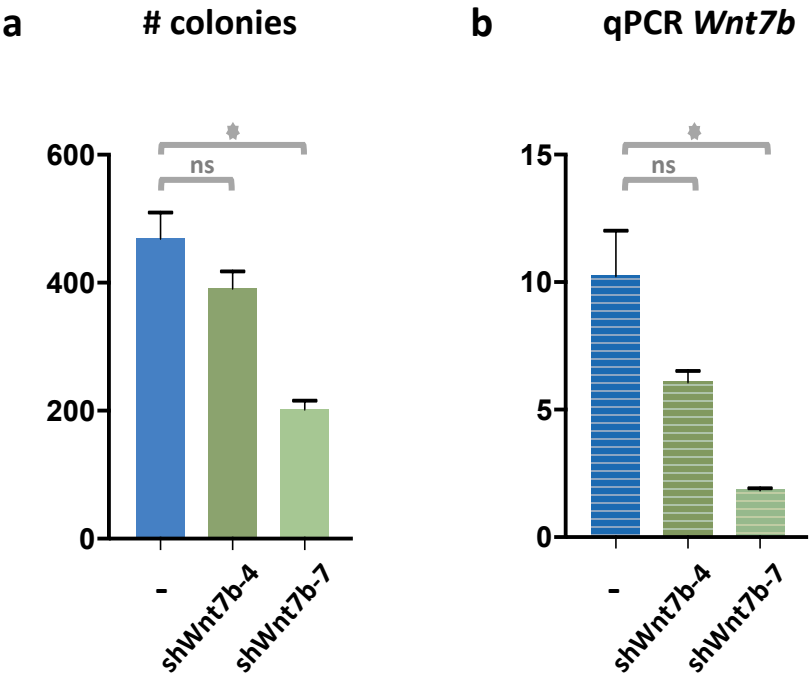

**Suppl. figure 12) a**, Anchorage independent colony formation of skin tumour cell line 84-5 and 84-5 cell populations expressing 2 independent *Wnt7b* short hairpin knockdown constructs 4 and 7. **b**, qPCR analysis on *Wnt7b* mRNA in skin tumour cell line 84-5 and 84-5 cell populations expressing 2 independent *Cdk6* short hairpin knockdown constructs 4 and 7. Statistical analysis (Unpaired t test): ns: not significant, \*: p< 0.05.

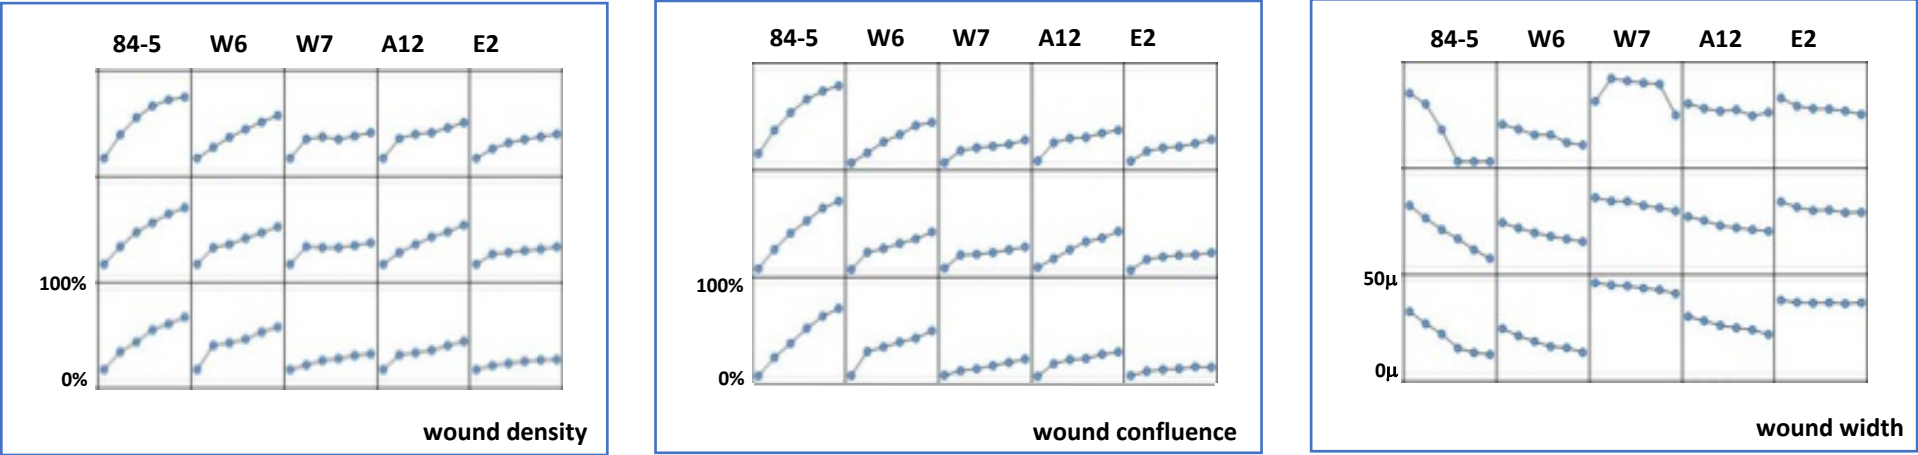

**Suppl. figure 13)** Migration of 84-5 tumour cells and gene edited derivatives: *Wnt7b* knockout: W6 and W7 and *Cdk6* knockout: A12 and E2; 0.5mm scratch wounds were applied to confluent monolayers and migration was followed over 20hrs. Migration is depicted as relative wound density (%; cell density in the wound area relative to the cell density outside the wound over time), wound confluence (%; cell confluence within the wound region over time) and width (μm; the distance between the wound boundaries over time).

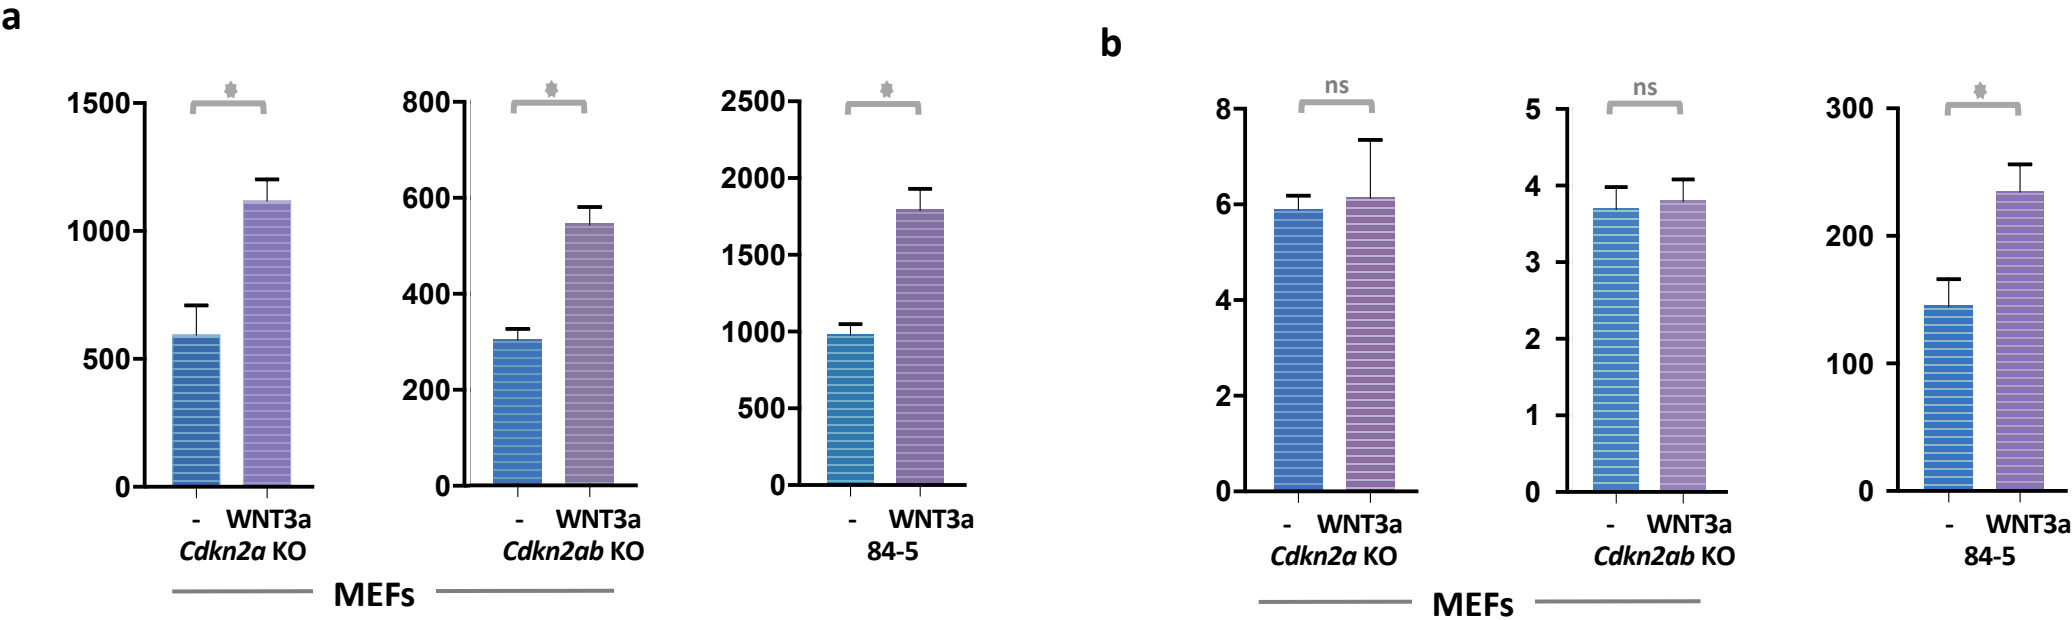

**Suppl. figure 14) a**, mRNA analyses (qPCR) of *Cyclin D1* relative to *Gapdh* of *Cdkn2a* KO MEFs, *Cdkn2a* KO MEFs and of 84-5 tumour cells with and without WNT3a supplementation. **b**, mRNA analyses (qPCR) of *Cdk6* relative to *Gapdh* of *Cdkn2a* KO MEFs, *Cdkn2a* KO MEFs and of 84-5 tumour cells with and without WNT3a supplementation.

Statistical analysis (Unpaired t test): ns: not significant, \*: p< 0.05.

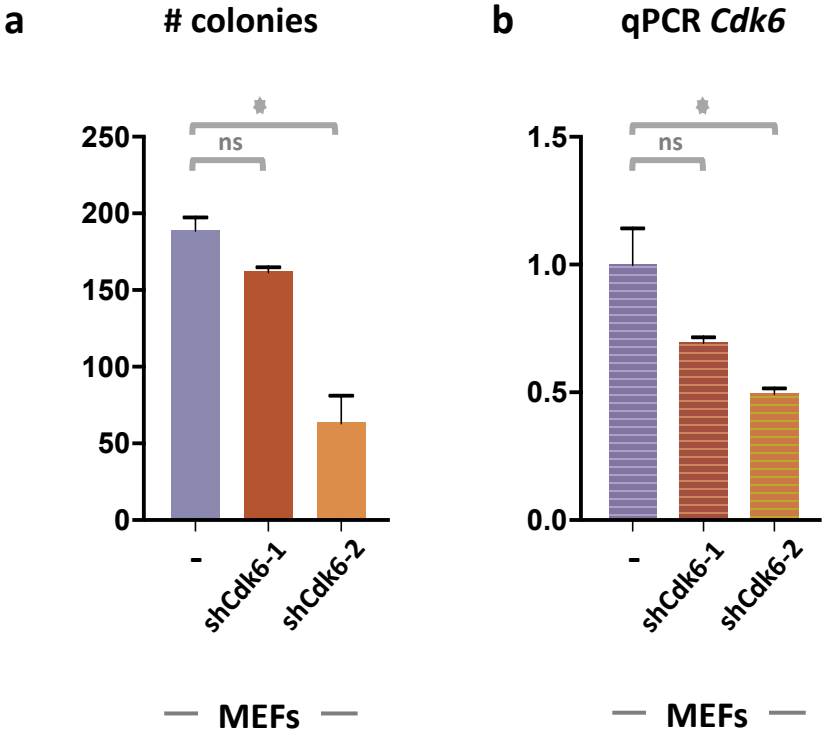

**Suppl. figure 15) a**, Anchorage independent colony formation of Wnt3a stimulated *Cdkn2ab*<sup>-/-</sup> MEFs expressing 2 independent *Cdk6* short hairpin knockdown constructs 1 and 2. **b**, Western blot analysis of *Cdk6* protein expression in WNT3a stimulated *Cdkn2ab*<sup>-/-</sup> MEFs expressing 2 independent *Cdk6* short hairpin knockdown constructs 1 and 2.

Statistical analysis (Unpaired t test): ns: not significant, \*: p< 0.05.

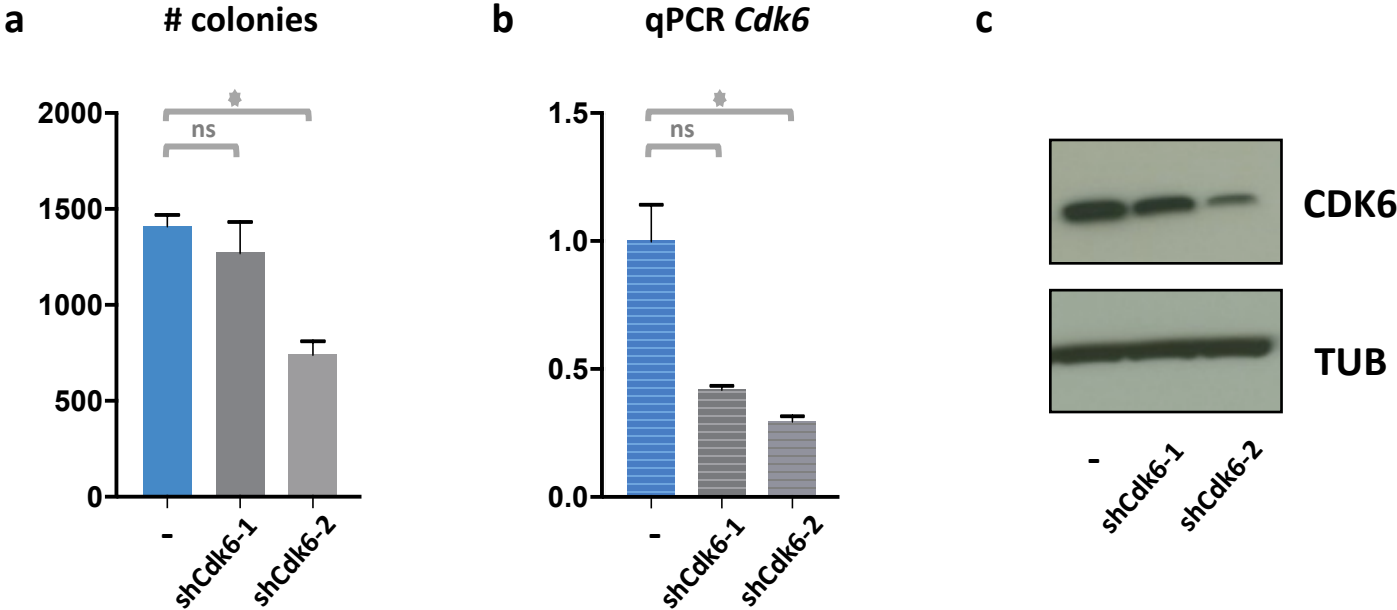

**Suppl. figure 16) a**, Anchorage independent colony formation of skin tumour cell lines 84-5 expressing 2 independent *Cdk6* short hairpin knockdown constructs 1 and 2. **b**, qPCR analysis on *Cdk6* mRNA in skin tumour cell line 84-5 and 84-5 cell populations expressing 2 independent *Cdk6* short hairpin knockdown constructs 1 and 2. **c**) Western blot analysis of Cdk6 protein expression in skin tumour cell line 84-5 and 84-5 cell populations expressing 2 independent *Cdk6* short hairpin knockdown constructs 1 and 2.

Statistical analysis (Unpaired t test): ns: not significant, \*: p< 0.05.

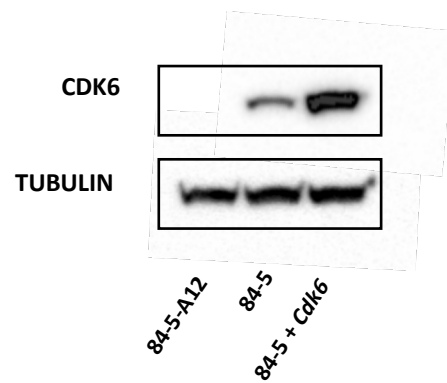

**Suppl. Figure 17)** Western blot analysis of CDK6 expression validating Cdk6 CRISPR/Cas inactivation and transduced CDK6 overexpression.

**Supplementary table 1.** Microsatellite markers used to identify the relevant 129P2 allele(s).

**For sequence Mit markers see [www.informatics.jax.org](http://www.informatics.jax.org)**

D4Mit82  
D4Mit152  
D4Mit37  
D4Mit68  
D4Mit148  
D4Mit190

D5Mit145  
D5Mit176  
D5Mit11  
D5Mit304  
D5Mit188  
D5Mit321  
D16Mit197

D6Mit166  
D6Mit160  
D6Mit123  
D6Mit8  
D6Mit55  
D6Mit15

D7Nki134  
D7Nki135  
D7Nki137  
D7Mit316  
D7Nds2  
D7Mit31  
D7Mit66  
D7Nki118

GATCTGATCTGACGCCATT  
TCATGAAATGAAGGGTGTGC  
GGCAGCAGAAACAGGAGTTC

TTGTCTTCCGAGCTCTACACA  
AGCTGTCGCCTGACTTTACG  
CCCAACCATTGGGTTGTTTA

D8Nki114  
D8Mit125  
D8Nki112  
D8Mit40  
D8Mit56

CATCAGCTCTGCATCTGACA  
CCAAACAAGACTGACCCTGTC

TCTCTTTAGATCTGTTCCCCACTT  
GGGGAAGCTGAAAAATGGAT

D9Nki106  
D9Mit64  
D9Mit227  
D9Mit32  
D9Mit9  
D9Mit168

TACCCAGCCTTCAAGGTAGC

ATGTGTGTATCCACCCAGCA

## Fine mapping:

## Supplementary table 2: list of genes on relevant region on chr 15.

List of genes in the Chr15: 67-87Mb region. 

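The table lists 244 gene names, of which 181 were found under the same name on Chr15 in GENCODE. A promoter H3K27-Ac peak, within 1 kb of a transcription start, was present for 118 of these 181 genes in clone 1, 137 in clone 2 and 110 in clone 3, and for 108 in all 3 clones, while 43 had none in any clone. GENCODE itself places 305 protein-coding genes between 67 and 87 Mb, of which 171 had a promoter peak in all 3 clones. Peaks cover 2.82% of this interval in clone 1, 5.46% in clone 2 and 2.30% in clone 3, against 1.17%, 1.57% and 1.28% of the rest of Chr15. Among the 2093 windows of 20 Mb on the autosomes, taken every 1 Mb, the interval ranked 12th, 8th and 9th by this share. Neighbouring windows share most of their bases, so these ranks are not among independent windows. Counting peaks per Mb gave ranks of 39, 15 and 10. The control background of Chr15 is raised in these lists, and the shares were adjusted neither for the number of copies nor for the number of genes.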

Relevant SNP markers and the Super Enhancer are also indicated. Genes in the smallest region identified from 129P2 background are preceded by a blue coloured cell and genes in the crossover region are preceded by a grey cell. Genes reported to be involved in carcinogenesis are indicated in bold in a purple cell. Markers are indicated in a yellow cell and the super enhancer in red in a green cell.

### Supplementary table 3: Primer sequences

Primer sequences used in RNA analysis by qPCR, construction of shRNA expression constructs and gRNA expression constructs

#### RNA expression analysis by qPCR

#### Allele specific RNA expression analysis

#### Guide RNA expression by pX330 vectors

#### ShRNA expression by lentiviral knockdown constructs (pLKO.1 vector)

## Supplementary table 4

### List of antibody used in this study

#### Histochemistry

## Western blot analysis

## Chipseq

How the deposited data were processed for this re-analysis (not part of the article)

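The data are peak lists of H3K27-Ac ChIP-seq on 3 tumour cell clones. The authors mapped single-end reads to GRCm38 with bowtie2 and called peaks per clone, with the 2 libraries of clone 3 pooled. The peak names say that reads of clones 1 and 2 had been filtered for mapping bias between alleles and do not say so for clone 3. The peak caller is not named in the paper's text; the format and values are those of MACS2. The deposited fold enrichment is a ratio of the ChIP pileup to the local background at the summit, each plus 1, and the deposited −log10 values are those of the p-value and q-value of that summit. The lowest −log10 q was 1.30, 1.33 and 1.35 in the lists of clones 1, 2 and 3, which lies close to the threshold of the calls. The libraries were mapped to clones and antibodies by their labels. The clone numbers are those of the labels, and they were not paired with the cell line names of the paper.

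From these lists the following was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Peaks on chromosomes 1 to 19, X and Y were used, which left out 5, 21 and 3 peaks of clones 1, 2 and 3. No peaks of a list overlapped each other. Lists were compared by an overlap of at least 1 bp. Peaks no more than 12.5 kb apart were joined into domains and ranked by the bases under peaks. Genes and transcription starts were taken from GENCODE M21, which is on GRCm38, as are the paper's coordinates. Coordinates count from 1. The genes named were fixed before the data were examined as 20 genes of the paper's results, with the genes of Supplementary Table 2 given as counts and the 5 domains shared by all clones with the most bases under peaks. The long non-coding RNA in the enriched region and the Y chromosome genes were named after their values were seen.

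The background and the ChIP reads at each summit were solved from fold enrichment and p, since the p-value is a Poisson tail of the pileup over the background. The background is the largest of a floor and the control reads in the fragment length, 1 kb and 10 kb, so only certain values can occur, and 100% of the 29182, 49587 and 29277 peaks fell on such a value. The pileup came out as whole reads to within 0.00252 read. Tested on simulated data, 100% of 9854 peaks were returned with the right background and reads. A first simulation with round parameters had failed, because its floor coincided with a value that another fragment length allows; the parameters of the simulation were then changed to values without this coincidence. The recovery therefore needs a floor that no other window can give. The fragment lengths found were 225, 237 and 260 bp, and 1 ChIP read was worth 0.424, 0.428 and 0.308 control reads. Read totals were estimated from the floor with the default mouse genome size of the caller, which is an assumption; ratios of background do not depend on it. A peak list holds only sites past the threshold, so differences between chromosomes or clones are understated for weak sites.

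It had been assumed before the data were examined that the background of clone 2, for which no IgG library was mapped, could only come from its ChIP library. The values showed a control for clone 2 that shares its reads with that of clone 1, so clones 1 and 2 were counted once in the mean of the Chr15 ratio, a choice made after seeing the data. The simulated gain was also added then. There is 1 condition and no treated group, so no test between groups was made; the spread is given as the SD over clones. Shared regions were set beside 1000 circular shifts of each list, within the sequence after the first 3 Mb of each chromosome. Alternatives were a −log10 q of at least 5, the same number of peaks per clone, other overlaps, joining distances, regions and summaries, and leaving out each clone. The number of clones limits the precision of every mean. Allele counts were not analysed here.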

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

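The tests of GC content and of segments were set before their results were seen; the reading of the ChIP reads of clone 2 was chosen after the value was seen. The background of Chr8, which the paper does not discuss for the clones, stood above the other autosomes as far as that of Chr15, with median ratios of 1.35 in the list of clone 1, 1.40 in clone 2 and 1.43 in clone 3. Because clones 1 and 2 share control reads, these are 2 independent controls. GC content argues against itself as the cause, since within 10 classes of GC content the lowest ratio of the 3 lists was still 1.38. Raised segments alone are not enough either, since the lowest of the 10 Mb bins of Chr8 was 1.29, although single bins reached 1.75. Whether clone 2 itself has the gain cannot be told apart. Its ChIP reads on Chr8 were 0.961 of the median autosome relative to clone 1, below the 0.971 to 1.11 of the 17 others, where a first test had placed the value within their range for a shared gain. A clone without the gain would give 0.724 if ChIP reads at summits followed the background in full, but in clone 1 itself the ChIP reads of Chr8 were raised only 1.11 times. A gain of Chr8 in the cells of the controls is a candidate explanation that remains, and the paper reports gains of Chr8 in the primary skin tumours. No DNA of normal cells was analysed here, so a property of Chr8 in this mapping stays open, and no biological condition was tested.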

How the results depend on the processing

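Over 48 alternatives to 8 results, all set before the data were examined, 44 stayed within the spread between clones or, for counts, within 1.5 times. Some of the 44 could not have moved. Leaving out a clone cannot take a mean past the spread between clones, and lists without overlapping peaks have nothing to merge. The 44 therefore overstate how much was tested. The percentile of the 67 to 87 Mb interval of Chr15 among autosomal windows fell from a mean of 99.5 to 98.98 with peaks counted per Mb and to 98.8 with the interval of 79 to 87 Mb, in both cases by more than the spread between clones; the cause was not tested. The median rank of the domain at the 129P2-enriched region went from 4 to 4423 when peaks were joined over 5 kb only, because the region's peak then no longer joins the rest. The ratio of Chr15 went from 1.39 to 1.12 with ChIP reads at summits in place of the background, and in clones 1 and 2 it was then no higher than that of the highest other autosome. The cause was not tested. Counting clones 1 and 2 once in this ratio was decided after the data were seen, while the alternatives themselves were set before.

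Leaving out each clone gave 18152 to 19712 regions shared by the other 2 clones and Chr15 ratios of 1.35 to 1.39. The median domain rank depended on the clones, with 10.5 without clone 1, 2.5 without clone 2 and 12 without clone 3, since clone 2 ranks the domain 20th. Among 20 named genes, 11 had a promoter peak in all 3 clones, and 8 when the peak had to cover the start base. The number of peaks was 25401 per clone on average at a −log10 q of at least 5, against 36015 in all. Depth limits what the absence of a peak shows, as the lists of clones 1, 2 and 3 hold no peak under 13, 12 and 25 reads.

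No paired analysis was possible because the control libraries have no list of their own and there is no second condition to compare within a clone.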

Differences from the paper's values

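None of the values set beside the paper's differed by more than 1.5 times. The paper gives a distance of 52 kb for the enriched region and of 52.8 kb for the super-enhancer from *Wnt7b*. By GENCODE the region of the text begins 60.8 kb from the outermost *Wnt7b* start, and the window of the legend of Fig. 5b 61.8 kb, while the near edge of the joined H3K27-Ac domain lies 52.1 ± 0.24 kb (SD, n = 3 clones) from it. With peaks joined over 5 kb only that edge was 62.4 kb away. The paper's text and its legend give different coordinates for the region.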

Other observations

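The tests of GC content, of segments and of the *Wnt7b* promoter were set before their results were seen. The tests of the shared control, of the peak number of clone 2, of the Y genes, of the X chromosome and of Chr1, and the reading of the Chr15 and Chr8 reads of clone 2, were chosen after; criteria tried for the latter had read the same values in opposite ways, and none is used.

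The control counts of clones 1 and 2 were within 1 read of each other at 68.4% of shared summits, and their scatter was 0.0401 of that expected between independent libraries. This argues against 2 separate controls, and it is consistent with both lists having been called against largely the same control reads. Clone 2 has promoter peaks at 4 of 4 Y genes looked at (*Kdm5d*, *Eif2s3y*, *Uty* and *Ddx3y*, chosen after seeing Y peaks), as has clone 3, and clone 1 has none. Yet 23.4% of the X peaks of clone 2 lie at the background floor, as in clone 1 (21.3%) and unlike clone 3 (78.5%), which a control from cells with another X content than clone 2 would give. The ChIP reads of clone 2 on X were 1.12 of the median autosome relative to clone 1, above every autosome, while those of clone 3 were 0.819. Reads at H3K27-Ac summits need not follow the number of copies in full, so these values cannot decide the X content of clone 2. At *Xist*, on the X chromosome, clone 1 had 1 peak and clones 2 and 3 had none, which sets clone 2 with clone 3. A single peak does not decide it either, so that the X content of clone 2 and of its control cannot be told apart. The peaks at 4 Y genes show that the ChIP library of clone 2 holds reads of the Y chromosome, as does that of clone 3. They do not count X copies, so they cannot decide the X content either. *Xist* had 1 peak in clone 1 and none in clones 2 and 3, the same grouping as the Y genes. This rests on 1 peak, and the absence of a peak does not give the X content. Poor mapping of the X chromosome is argued against by the 21.3% in clone 1. No biological explanation was tested.

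On Chr15 itself, GC content is argued against by a lowest ratio of 1.33 within GC classes, and a few raised segments by a lowest bin of 1.28. Whether clone 2 has this gain cannot be told apart. Its ChIP reads on Chr15 were 0.929 of the median autosome relative to clone 1, under the lowest value of the 17 other autosomes, 0.971. A clone without the gain would give 0.746 if ChIP reads at summits followed the background in full, but in clone 1 itself the ChIP reads of Chr15 were raised only 1.08 times, so that these lists alone leave a full, a smaller or no gain in clone 2 open. The paper itself reports that its cell lines gained the FVB/N copy of Chr15, from allele counts given as an average. Those counts were not analysed here. On Chr8 the same ratio was 0.961.

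In clone 1 the background of Chr1 was low between 30 and 100 Mb, with 10 Mb bins of 0.771 to 0.921; bins with fewer than 30 peaks in any clone were not measured. The same bins lay between 0.945 and 1.03 in clone 3. The bins from 120 to 200 Mb in clone 1 lay between 0.845 and 1.01 and overlap with the first part. In the list of clone 2, which has other peaks, the bins from 30 to 100 Mb lay between 0.841 and 0.973, although its control is nearly that of clone 1. The ChIP reads of clone 3 over clone 1 were raised in the same part, from 1.27 to 1.56, and lay between 0.967 and 1.25 from 120 to 200 Mb. The boundary at 100 Mb was chosen from these bins, so their separation is no test of it. In a first test, with the bins of a clone 1 background under 0.9, the mean ratio of these bins was 1.36, but they did not separate fully from the other bins. The ChIP reads of clone 2 over clone 1, from a separate ChIP library, lay between 1.04 and 1.47 from 30 to 100 Mb. From 120 to 200 Mb they lay between 0.914 and 1.18, and these ranges overlap. A loss in clone 1 cannot be told apart from the spread between bins.

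The larger list of clone 2 is not explained by depth, as its estimated ChIP depth was 1.03 times that of clone 1. Its reads at shared summits were 2.06 times those of clone 1 on the median autosome, consistent with more of its reads lying in peaks. Whether the immunoprecipitation or the cells differ was not tested.

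Why clones 1 and 3 list no *Wnt7b* promoter peak cannot be told apart. At most 18.6% of equally weak clone 2 peaks had a partner in either clone, which a limit of detection and peaks of clone 2 alone would both give, and the estimated ChIP depth was not lower in clone 3 than in clone 2.

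Promoter peaks in all 3 clones were found for *Cdk6*, *Cdk4*, *Ccnd1*, *Axin2*, *Myc*, *Ctnnb1*, *Sox9*, *Krt10*, *Cdh3*, *Gapdh* and *Fbln1*, and in none for *Lef1*, *Sox2*, *Trp63*, *Krt5*, *Cdkn2a* and *Cdkn2b*. *Krt14* had them in clone 1 only. *Trp63* had 6, 10 and 10 peaks within the gene in clones 1, 2 and 3. The 5 domains shared by all clones with the most bases under peaks lay on chromosome 8 from 84656071 to 84872642 (12 protein-coding genes) and from 70439044 to 70711410 (17 genes), on chromosome 10 from 80014618 to 80180126, on chromosome 14 from 25447416 to 25665424 at *Zmiz1* and on chromosome 2 from 167685353 to 167895345 at *Cebpb* and *Tmem189*. The domain next to *Wnt7b* was 9th of 10882 shared domains.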
